# Transcriptome Metabolic Characterization of *Tuber borchii* SP1—A New Spanish Strain for In Vitro Studies of the Bianchetto Truffle

**DOI:** 10.3390/ijms241310981

**Published:** 2023-07-01

**Authors:** Emilia Chuina Tomazeli, Manuel Alfaro, Alessandra Zambonelli, Edurne Garde, Gumer Pérez, Idoia Jiménez, Lucía Ramírez, Hesham Salman, Antonio G. Pisabarro

**Keywords:** axenic culture, aroma genes, central metabolism, fermentation, secondary metabolite clusters, strain isolation, trasncription effort, transcriptome profile, truffle cultivation, vegetative mycelium

## Abstract

Truffles are ascomycete hypogeous fungi belonging to the *Tuberaceae* family of the *Pezizales* order that grow in ectomycorrhizal symbiosis with tree roots, and they are known for their peculiar aromas and flavors. The axenic culture of truffle mycelium is problematic because it is not possible in many cases, and the growth rate is meager when it is possible. This limitation has prompted searching and characterizing new strains that can be handled in laboratory conditions for basic and applied studies. In this work, a new strain of *Tuber borchii* (strain SP1) was isolated and cultured, and its transcriptome was analyzed under different in vitro culture conditions. The results showed that the highest growth of *T. borchii* SP1 was obtained using maltose-enriched cultures made with soft-agar and in static submerged cultures made at 22 °C. We analyzed the transcriptome of this strain cultured in different media to establish a framework for future comparative studies, paying particular attention to the central metabolic pathways, principal secondary metabolite gene clusters, and the genes involved in producing volatile aromatic compounds (VOCs). The results showed a transcription signal for around 80% of the annotated genes. In contrast, most of the transcription effort was concentrated on a limited number of genes (20% of genes account for 80% of the transcription), and the transcription profile of the central metabolism genes was similar in the different conditions analyzed. The gene expression profile suggests that *T. borchii* uses fermentative rather than respiratory metabolism in these cultures, even in aerobic conditions. Finally, there was a reduced expression of genes belonging to secondary metabolite clusters, whereas there was a significative transcription of those involved in producing volatile aromatic compounds.

## 1. Introduction

Truffles are ascomycete hypogeous fungi belonging to the *Tuberaceae* family of the *Pezizales* order [1]. Although different genera of this order produce subterranean ascomata, several authors only consider “true truffles” to be the species belonging to the genus *Tuber* [2,3]. *Tuber* spp. grow in ectomycorrhizal symbiosis with tree roots and are known for their peculiar aromas and flavors, which are highly prized in *haute cuisine* [4]. The genus *Tuber* comprises around 200 species [5], the most valuable being *Tuber melanosporum* Vittad. (Périgord black truffle), *T. magnatum* Picco (Italian white truffle), *T. aestivum* Vittad. (Summer or Burgundy truffle), and *T. borchii* Vittad. (Bianchetto truffle) [6].

Beyond their use as food, studies show that truffles potentially have antioxidant properties [7] as well as antiangiogenic and anti-inflammatory traits [8]. They have also been found to exhibit antitumor activity [9]. Truffles are known for their distinctive aroma, attributed to the presence of volatile organic compounds (VOCs) [1,10,11]. Truffle VOCs consist of 30 to 60 volatile constituents, including alcohols, ketones, aldehydes, and aromatic and sulfur compounds, each contributing to the unique scent [1].

The fruiting bodies of *Tuber* can be cultivated either naturally or semi-artificially. Semi-artificial cultivation involves the controlled mycorrhization of suitable tree seedlings using *Tuber* mycelium or spores, which are then planted in appropriate soils [12]. While it is impossible to obtain fruiting bodies in vitro without the host plant, pure cultures of truffle mycelium, including *T. borchii*, can be grown [7,13,14]. Various methods have been developed for industrial in vitro cultivation using natural truffle samples [14]. However, these mycelia typically exhibit slow growth, often taking several months to obtain sufficient biomass for mycorrhization or other studies. As a result, the number of strains characterized for use as model systems remains limited. In vitro studies have demonstrated the presence of VOCs in axenic mycelium cultures of truffles [15,16,17]. The availability of new strains for genetic and physiological studies in this fungus could facilitate progress in this field of research.

*T. borchii* is a whitish truffle found in Europe, especially in Italy, during winter and early spring. It grows in cold temperate to Mediterranean climates, subalkaline, and less frequently in slightly acidic soils, associated with trees and shrubs such as oak, poplar, strawberry tree, and pine [18,19]. Currently, there are 72 pezizomycete genomes available in the Mycocosm database coordinated by the Joint Genome Institute (JGI), with 10 corresponding to *Tuber*. The main features of the truffle genomes were elucidated after sequencing *T. melanosporum* in 2010 [20]. The other sequenced *Tuber* genomes include *T. aestivum*, *T. borchii*, *T. brumale* Vittad., *T. canaliculatum* Gilkey., *T. gibbosum* Harkn., *T. indicum* Cooke and Massee., *T. magnatum*, *T. melosporum* P.Alvarado, G.Moreno, Manjón & J Díez., and *T. mesentericum* Vittad. [21].

The genome sizes of the sequenced truffles are the largest in the *Pezizomycetes* group, with a mean genome size of 114.13 Mbp compared to the 71.45 Mbp of the entire group. Among the truffles, eight of the ten largest genomes belong to this group. The difference becomes even more apparent when comparing the genomes of *Tuber* species, with a mean genome size of 129.48 Mbp. However, the larger genome size of *Tuber* species does not result from having more gene models (with mean numbers of 11,621.33 and 11,776.50 for *Pezizomycetes* and *Tuber*, respectively). However, it is due to an expanded number of transposons and repetitive sequences in truffles, as described in the analysis of the *T. melanosporum* genome [20].

The reference draft genome of *T. borchii* (Tbo3840) was sequenced in 2018 [22]. The nuclear genome assembly of this species is 97.18 Mbp in length, which is relatively small compared to other *Tuber* and truffle genomes. The genome contains 12,346 predicted genes, which align well with the expected number of genes for truffles and *Tuber*. Interestingly, the *T. borchii* genome does not contain genes coding for the glycosylhydrolases GH6 and GH7, indicating its mycorrhizal nature.

Beyond gene catalogs, it is crucial to understand the expression profiles of different metabolic pathways to understand the life cycle of truffles. The transcriptome profile of the central metabolic pathways can serve as an internal reference for evaluating the activity of secondary metabolite production, especially when comparing different strains becomes challenging due to differences in genetic background, environment, and culture conditions. This approach allows a more accurate assessment of the metabolic activity and regulation of truffles [23].

Most transcriptomic studies primarily focus on identifying differences in gene expression between different conditions. However, in many cases, there is limited information available regarding the overall transcriptomic landscape. Essential questions regarding the distribution of transcriptional effort, the range of transcriptional activity across genes, the identification of highly transcribed genes, and similar inquiries are often overlooked. This bias significantly restricts our understanding of the fundamental biology of the organism being studied. We miss crucial insights into the regulatory mechanisms and functional significance of gene expression patterns by neglecting these aspects. Therefore, it is essential to address these gaps to obtain a more comprehensive understanding of the organism’s biology.

We define transcription effort as the percentage of the total transcription corresponding to specific genes or gene groups. Whereas in most sequenced fungal genomes, the models without an assigned function represent nearly 30% of the predicted genes, their transcription effort could represent more than 50% and vary in different conditions. And this is a general rule for other genes and gene groups [24].

Combined genomic, transcriptomic, proteomic, and metabolomic studies have provided comprehensive schemes of the carbon metabolism in fungi for which a gold-standard genome is available and the transfer of these models to related species [25,26]. In the case of *Tuber*, this type of study was pioneered by Ceccaroli et al. [23], who studied more than 100 genes involved in the central carbohydrate metabolism of *T. melanosporum*. These studies have focused primarily on ascertaining the presence of genes coding for the enzymes of the different metabolic pathways and detecting their up and downregulation in comparison between different growing conditions.

In this study, a new strain of *T. borchii* was isolated, and its mycelium was cultured axenically in vitro under various conditions using different culture media. The primary objectives of this work are to provide a molecularly amenable *T. borchii* strain for future studies and to establish fundamental references for its central and secondary metabolism. The study focused on the transcriptional landscape of the entire genome, aiming to answer questions such as identifying highly expressed genes, examining the expression patterns of the genes involved in central metabolisms within the overall transcriptome landscape, and assessing the expression levels of the genes associated with secondary metabolism gene clusters and the production of VOCs. Additionally, the concept of “transcriptional effort” was introduced, representing the percentage of total transcription dedicated to a specific gene or group of genes. The analysis includes genes associated with metabolic pathways and the synthesis of truffle aromas, using the *T. borchii* 3840 genome as a reference. This research paper aims to provide valuable insights into in vitro and in vivo functional studies of this group of organisms. Investigating genetic and metabolic aspects contributes to a better understanding of *T. borchii* and its unique characteristics.

## 2. Results

### 2.1. Culture Conditions, Growth Rate, and Biomass Production

Several truffles (*T. borchii*, *T. aestivum*, *T. magnatum,* and *T. melanosporum*) were obtained from local markets and collectors in different regions of Spain. The truffle surfaces were washed and aseptically broken to transfer gleba fragments to a Petri dish, following the procedures described in the Section 4. However, we experienced difficulties isolating the mycelium from the fruiting bodies used in this study (Figure 1A). Despite our best efforts, isolating mycelium from *T. aestivum*, *T. magnatum*, and *T. melanosporum* samples was impossible. However, in the case of a *T. borchii* sample obtained from collectors in Castilla y León, Spain, at the end of the winter season, mycelium could be successfully isolated after eight days of culture using woody plant sucrose (WPS) as the isolation medium.

Once the mycelium was successfully isolated, the strain was subjected to molecular classification by sequencing the internal transcribed spacer (ITS) region (Accession Number OQ002403, GenBank NCBI database). The obtained sequences were compared to the NCBI database, and the top ten blast hits revealed high similarity to sequences of various *Tuber* species. The closest match was found with *T. borchii* Tbo3840 [22], indicating that the isolated strain belongs to the *T. borchii* species. For this study, the strain is referred to as *T. borchii* SP1 (Figure 1B).

Various culture media were tested to determine the optimal for promoting the highest growth rate of the *T. borchii* SP1 strain in plate cultures. Figure 1C illustrates the growth of colonies after 35 days of incubation at 22 °C in the dark. The cultures cultivated on solid maltose medium (MPY) exhibited the highest growth among all the tested media. This result suggests that the MPY medium provides optimal conditions for the growth of *T. borchii* SP1.

During incubation in submerged liquid cultures, the growth of the *T. borchii* mycelium was only observed in static mode, while agitation at 200 rpm did not support growth. In all cases, the mycelium grew as a large submerged pellet, and the formation of floating biofilms was never observed. Three different culture media were utilized to assess biomass production in liquid cultures of *T. borchii*: woody plant + glucose (WPG), maltose + peptone + yeast extract (MPY), and potato dextrose broth (PDB). Cultures were maintained for 40 days before harvesting the mycelium. Interestingly, the mycelium produced in WPG appeared whiter than in MPY or PDB. Additionally, when the mycelium grown in MPY or PDB was filtered to remove the broth, it quickly darkened (Figure 2).

The mycelial biomass produced after 40 days of submerged static culture is indicated in Table 1. As in the case of solid cultures, the growth in MPY was higher than in the other media.

### 2.2. Hyphal Morphology

The growth and morphological characteristics of *T. borchii* SP1 mycelium cultivated on different solid media (MPY, PDB, and WPG) were analyzed. In all cultures, the hyphae exhibited hyaline coloration, branching, septation, and hyphal anastomosis (Figure 3). The coarseness of hyphae and branching angles were similar among the three media. The average hyphal thickness ranged between 2.7 and 3.7 µm, and the average branching angle varied between 47 and 57 degrees. Regarding cell size, the distance between septa was larger in the mycelium grown on MPY (43.38 ± 16.26) than in PDB or WPG.

### 2.3. RNA-Seq and Transcriptome Analysis

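Mycelium of *T. borchii* SP1, the strain isolated in this work, was grown in the dark in static submerged cultures at 22 °C in 4 liquid media, and 1 RNA library was sequenced from each. WPG held 20 g/L glucose in woody plant medium, and WPGY held the same glucose plus 5 g/L yeast extract. PDB held 20 g/L potato dextrose broth, and MPY held 35 g/L maltose, 5 g/L peptone and 5 g/L yeast extract. The methods give the harvest as day 65 for WPG and WPGY and day 85 for PDB and MPY. For WPG and WPGY the discussion gives day 64 in one place and day 65 in others, and the sample labels give day 65. The label of the count column gives day 64 for WPG and WPGY and day 83 for MPY. The polyadenylated RNA libraries were read as pairs of 150 bp. The authors trimmed the reads with Trimmomatic, mapped them with STAR to the Tubbor1 assembly of strain Tbo3840, and counted them per gene model with featureCounts. The deposited values used here are these raw counts for 12346 gene models, without normalization for depth or gene length. The counts summed to 116376579 in WPG, 125457058 in WPGY, 157335190 in PDB and 47969567 in MPY, so that 1 count was worth 0.00859 counts per 1000000 counts (CPM) in WPG, 0.00797 in WPGY, 0.00636 in PDB and 0.0208 in MPY. Each count was divided by the total of its library and scaled to a total of 1000000 per library. The transcription effort of a gene is its share of the counts of the library in percent. The TPMs that the paper reports were produced with Kallisto and take gene length into account, whereas CPM does not, so a long gene model ranks higher and a short one lower in CPM than in TPM. As an alternative chosen after the files were examined, the counts were also divided by the span of the gene model in the reference table, introns included, and rescaled to the same total (length-scaled counts). The span was found for 12345 of the 12346 models. With 1 library per medium, no difference between media has a replicate check and no p-value is given. Intervals are 95% Wilson binomial intervals, and they cover counting error only.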

The transcriptomes of four different *T. borchii* SP1 submerged cultures were examined. The results of these analyses are summarized in Table 2. Detailed transcriptome data can be found in Table S1 in the Supplementary Materials. Raw data were deposited in the Gene Expression Omnibus (GEO) NCBI database under the accession number GSE233283. The transcriptome reads were aligned to the reference genome sequence of Tubbor1 Tbo3840, available in the Mycocosm database accessible at the Joint Genome Institute website (JGI, https://mycocosm.jgi.doe.gov/mycocosm/home (accessed on 15 April 2022)). Gene expression was detected for over 10^4^ genes in each sample, representing approximately 84.6% (MPY sample) to 88.6% (WPGY sample) of the annotated genes for this species. 

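At least 1 count was found for 10838 gene models in WPG, 10902 in WPGY, 10605 in PDB and 10335 in MPY. Over the 12346 annotated genes, these numbers were 87.8% in WPG, 88.3% in WPGY, 85.9% in PDB and 83.7% in MPY. Between 922 (WPGY) and 1173 (MPY) of the detected models had fewer than 10 counts. In all 4 libraries 9984 models were detected, and 1000 models had no count in any. MPY had the smallest total of counts and the smallest number of detected genes. When every library was thinned to the total of MPY, 10593 models remained in WPG, 10642 in WPGY and 10213 in PDB, so that MPY lay above PDB at equal depth. The alternative that moved these numbers most was a minimum of 1 CPM, which left 8592 models in WPG, 8580 in WPGY, 8176 in PDB and 8271 in MPY.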

Functional studies used the Eukaryotic Orthologous Groups of Proteins (KOG) [27] annotation from the *T. borchii* genome site at JGI. The total transcriptome counts were normalized to TPM (total count number normalized to 10^6^ in each sample) to evaluate the transcriptional effort associated with different genes and gene groups.

We define the transcriptional effort as the percentage of the total transcriptome normalized reads associated with a gene or a group of genes. If we order the genes from the most to the less expressed, the cumulative transcriptome effort could be fitted to logarithmic curves with determination coefficients (R^2^) with values of 0.984 for WPG, 0.984 for WPGY, 0.977 for PDB, and 0.979 for MPY. These results indicate that a significant portion of the transcription effort was concentrated on a few genes (see Supplementary Materials—Graphics S1, S2, S3, and S4).

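The cumulative effort in CPM was fitted by least squares against the natural logarithm of the rank over the genes with at least 1 count. R2 was 0.963 for WPG, 0.963 for WPGY, 0.961 for PDB and 0.964 for MPY. R2 describes a curve that can only rise and is given without a test. Including the genes without counts gave the lowest values, from 0.947 in PDB to 0.953 in WPG, and length-scaled counts gave the highest, from 0.972 in PDB to 0.975 in the other 3 media.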

In the WPG and WPGY samples, three of the 12,346 truffle genes accounted for 10% of the total gene expression. This value was added up by the seven and eight more expressed genes in the PBD and MPY samples, respectively. Furthermore, approximately 75% of the total expression was attributed to around 10% of the annotated genes in the four samples. 

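In CPM, the 13 most expressed genes of WPG and the 13 most expressed of WPGY reached 10% of all counts. In PDB 35 genes were needed, and in MPY 28. Length scaling moved these numbers most. On that scale 3 genes reached 10% in WPG and 3 in WPGY, and 14 were needed in PDB and 14 in MPY. On both scales the woody-plant-based media needed fewer genes than the complex media.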

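The 1235 most expressed genes, which are 10% of the annotated genes, held 61.6% of the counts in WPG, 61.8% in WPGY, 60.0% in PDB and 62.1% in MPY. The widest interval of these shares was that of MPY, from 62.06% to 62.09%. To reach 75% of the counts, 2158 genes were needed in WPG, 2136 in WPGY, 2198 in PDB and 2065 in MPY. With length-scaled counts, 1235 genes held between 64.6% (PDB) and 68.5% (WPG).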

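The number of genes that accumulated 80% of the counts was 2633 in WPG, 2608 in WPGY, 2636 in PDB and 2512 in MPY. With length-scaled counts it was 2266 in WPG, 2271 in WPGY, 2480 in PDB and 2359 in MPY.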

Notably, less than 2000 genes accumulated to over 80% of the total gene expression in all cases.

The genes that accounted for up to 80% of the total transcription in the four transcriptomes exhibited individual values higher than 100 TPMs, indicating active transcription, albeit at a relatively low level compared to the most highly transcribed genes. 

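The gene at which the cumulative effort reached 80% had 94.9 CPM in WPG, 95.9 CPM in WPGY, 104 CPM in PDB and 101 CPM in MPY. With length-scaled counts the value was 85.3 in WPG, 85.5 in WPGY, 90.6 in PDB and 91.8 in MPY, below 100 in all 4 media.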

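The highest gene of WPG was gene 990338, with 2984479 counts or 25645 CPM, and the same gene was the highest of WPGY, with 3147759 counts or 25090.3 CPM. In PDB the highest gene was 1067414, with 1370574 counts or 8711 CPM. In MPY it was gene 1041746, with 597355 counts or 12453 CPM.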

The most transcribed genes had normalized expression levels higher than 59,000 in the WPG and WPGY samples and approximately 20,000 in the PDB and MPY samples.

Although nearly 80% of the genes that exhibited transcription contributed individually to a small extent in the overall transcription effort, their cumulative transcription accounted for 20% of the total. 

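The top 20% of the genes with counts were 2168 genes in WPG, 2180 in WPGY, 2121 in PDB and 2067 in MPY. They held 75.1% of the counts in WPG, 75.5% in WPGY, 74.0% in PDB and 75.0% in MPY, and the other genes held between 24.5% (WPGY) and 26.0% (PDB). Seen from the other side, 80% of the counts needed 24.3% of the detected genes in WPG, 23.9% in WPGY, 24.9% in PDB and 24.3% in MPY. When only genes of at least 1 CPM were considered, the top 20% held between 67.1% (PDB) and 69.6% (WPGY).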

In summary, 20% of the genes accounted for 80% of the transcription effort, while the remaining 80% accounted for 20%.

### 2.4. Functional Annotation of the T. borchii SP1 Transcriptome

Approximately 42–44% of the annotated genes in the analyzed samples had a presumed KOG function, whereas the overall percentage of *T. borchii* genes with a KOG annotation was 46.06%. This suggests that the genes responsible for most of the transcriptional effort were more likely to code for unknown functions. Analysis of the top 10 most expressed genes in each sample revealed that most of them had no assigned function, except for genes encoding histones (found in the four samples), chaperones (found in the samples cultivated in minimal media WPG and WPGY), and GAPDH (found in the samples cultivated in complex media MPY and PDB) (Table 3).

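In CPM, 23 genes were among the 10 most expressed of at least 1 library. Gene 1041746 was the only gene in the top 10 of all 4 libraries. It ranked 5 in WPG and WPGY, 2 in PDB and 1 in MPY. WPG and WPGY shared 9 of their 10 genes. The 10 most expressed genes held 8.95% of the counts in WPG, 8.84% in WPGY, 4.72% in PDB and 6.29% in MPY. Of the chaperones, gene 990338 ranked 1 in WPG and WPGY, and gene 1039918 ranked 4 in both. Gene 1039918 had 6712 CPM in WPG and 6563 CPM in WPGY, against 159.6 CPM in PDB and 152 CPM in MPY. Histone gene 1124376 ranked 22 in WPG and WPGY, 14 in PDB and 15 in MPY. The GAPDH gene model that reached the 10 highest was 1079835, at rank 10 in MPY. The genes listed in Table 3 for WPG, WPGY, PDB and MPY included 3, 3, 2 and 2 of the 10 highest by CPM, respectively, and 6 in each library with length-scaled counts. Most of the gene models in Table 3 were short. The median span of its 18 genes was 400 bp, against 1241 bp for all models, and 11 of the 18 were shorter than 500 bp.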

The frequency of KOG categories in the expressed genes was investigated, and it was found that the four samples exhibited the same profile (Figure 4A). This similarity was expected since most *T. borchii* genes were expressed in all four samples (See Supplementary Materials—Tables S2–S5).

However, when considering the transcript counts associated with each category (Figure 4B), it was observed that higher transcription efforts were observed in categories J (translation), O (post-translational modification, protein turnover, chaperones), U (intracellular trafficking and secretion), and S (unknown function). The effort associated with category O was higher in the woody-plant-based culture media (WPG and WPGY) compared to the cultures made in complex media (MPY and PDB). On the other hand, categories G (carbohydrate transport and metabolism) and Q (secondary metabolites) showed a higher expression in the MPY and PDB cultures.

### 2.5. Pathways of Central Metabolism

A general description of the characteristics of *T. borchii* SP1 transcriptome was undertaken to serve as a reference for future studies. Gene expression in the central metabolic pathways was assessed to advance further in this direction. Specifically, attention was directed toward four pathways: glycolysis, tricarboxylic acid cycle (TCA), glyoxylate cycle, and electron transport chain (ETC). The transcription of the genes coding for enzymes participating in these pathways was monitored, and the key findings are presented below. This study aimed to determine the transcription effort associated with each of these pathways and whether all the enzymes participating in a pathway were similarly transcribed, as well as compare their transcription levels with enzymes from other pathways.

#### 2.5.1. Central Metabolism Glycolysis Genes

A total of 43 gene models were annotated in the glycolysis pathway of *T. borchii*. These genes encoded 11 enzymes involved in the central pathway and genes coding for alcohol dehydrogenases. Several isozymes were transcribed within these genes, including three hexokinases, two glyceraldehyde-3P-dehydrogenases, nine phosphoglycerate mutases, two pyruvate kinases, and seven alcohol dehydrogenases. However, the expression levels of these genes varied.

In the samples cultivated in complex media (MPY and PDB), all the genes except those coding for glyceraldehyde-3P-dehydrogenase (GA3PDH) and alcohol dehydrogenase (ADH) had expression values equal to or lower than 500 TPMs (Figure 5). These expression values ranked these genes after the top 275–300 most expressed genes in the samples. 

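Of the glycolysis genes that the text identifies, PGK (1077976), PFK (1092436), the 2 GA3PDH models and ADH were examined, and the other members of the pathway were not analysed here. In PDB, PFK and PGK lay below 500 CPM. PFK had 248 CPM and ranked 879, and PGK had 325 CPM and ranked 591. In MPY, PFK had 462 CPM and ranked 357, whereas PGK had 1238 CPM and ranked 72. With length-scaled counts PGK had 881 in MPY and PFK had 185.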

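Among the 5 glycolysis and fermentation gene models named in this section, the PFK gene (1092436, positions 94947 to 98602 on sequence 289 of Tubbor1, numbered as in its GenBank record) had the lowest CPM in PDB and MPY. It was not the lowest in the woody-plant-based media. There it had 246 CPM in WPG and 245 CPM in WPGY, above PGK and above GA3PDH model 957843. With length-scaled counts, which divide by its span of 3656 bp, PFK was the lowest of the 5 in every medium, with 90.2 in WPG and 90.6 in WPGY against 119 and 122 for PGK.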

The less expressed gene coded for phosphofructokinase (PFK, ID 1092436). On the other hand, the gene model coding for the GA3PDH NAD binding domain (ID 957843) ranked as the sixth most expressed gene in the PDB sample and the most expressed gene in the MPY sample, whereas the gene model coding for the catalytic domain of this enzyme (ID 1079835) was the most expressed glycolytic gene in all four conditions. Additionally, the ADH gene (ID 1133725) showed a high expression in the four samples, with expression levels above 1500 TPMs, placing it among the top 75 most expressed genes in each sample. This result suggests that fermentation plays an important role in the biology of the truffle as cultivated in these experiments.

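Both GA3PDH models lie on sequence 69 of Tubbor1. Model 1079835, the catalytic domain, spans positions 227223 to 228291, and model 957843, the NAD binding domain, spans 252 bp from 228250 to 228501, so that the models overlap by 42 bp. How reads within the overlap were assigned was not examined. Model 1079835 had 1820.0 CPM in PDB (rank 31), 2691 CPM in MPY (rank 10), 562 CPM in WPG and 560.4 CPM in WPGY (rank 218 in both). Model 957843 had 539 CPM in PDB (rank 265) and 786 CPM in MPY (rank 161). With length-scaled counts, which divide by the short span, 957843 ranked 22 in PDB and 11 in MPY, and was above 1079835 in each medium. The ratio of 957843 to 1079835 in counts lay between 0.286 (WPGY) and 0.296 (PDB).

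**Figure D1:**
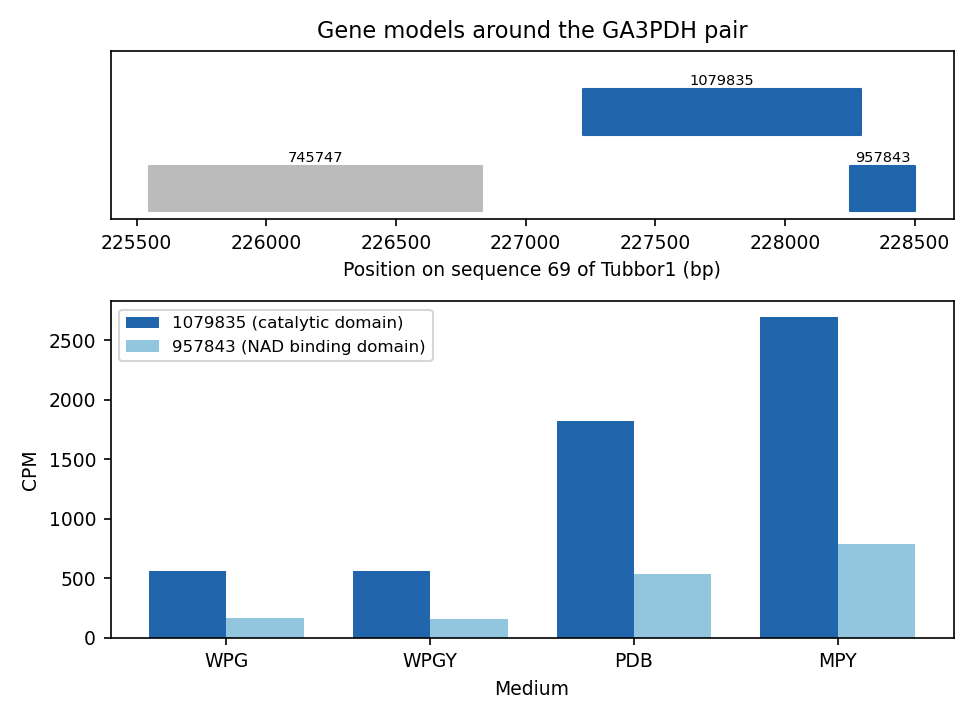
Upper panel, gene models on sequence 69 of Tubbor1 by position in bp, with the 2 GA3PDH models in blue and a neighbouring model in grey. Lower panel, CPM of the 2 models in each of the 4 media (1 library per medium, bars from 0). Both models are highest in MPY, with 2691 and 786 CPM, and the catalytic domain model is the higher of the pair in every medium.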

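The ADH gene 1133725 (positions 34616 to 36070 on sequence 316) had 4088 CPM in PDB, 3412 CPM in WPGY, 3379 CPM in WPG and 2335 CPM in MPY. It ranked 5 in PDB, 13 in MPY and 16 in WPG and WPGY. The share of counts was 0.409% in PDB (interval 0.408 to 0.410) and 0.233% in MPY (interval 0.232 to 0.235). With length-scaled counts the gene had 4116 in PDB, 3175 in WPGY, 3113 in WPG and 2343 in MPY, which left its order over the media unchanged.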

The transcription of glycolysis genes showed a complete correlation (1.000) between the WPG and WPGY media, indicating a strong similarity in their expression patterns. The correlation between the PDB and MPY media was also high (0.911), suggesting a relatively consistent transcription profile between these two conditions. However, it is important to note that the most distinct transcription profile for the glycolysis genes was observed in the MPY medium, indicating notable differences in the gene expression compared to other media. For further details, please refer to the Supplementary Materials—Glycolysis section.

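The gene coding for PGK (1077976, positions 48556 to 50607 on sequence 52) had 59374 counts in MPY, 51072 in PDB, 21236 in WPG and 23121 in WPGY. In the woody-plant-based media this was 182 CPM in WPG and 184 CPM in WPGY. Relative to WPG, PGK was 1.78 times as high in PDB and 6.78 times as high in MPY. The direction was the same under median-of-ratios scaling and with length-scaled counts, which divide the gene by the same span in every library. Neither could easily have reversed it.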

Finally, it is interesting that the gene coding for phosphoglycerate kinase (PGK, ID 1077976) exhibited a higher expression in the samples incubated in complex media, particularly in MPY, than those cultivated in woody-plant-based media.

#### 2.5.2. TCA and Glyoxylate Cycle

A total of 25 genes were annotated as coding for enzymes involved in the TCA (tricarboxylic acid cycle), encompassing all the enzymes of the cycle. Except for one gene, all exhibited expression levels below 500 TPMs within the range observed for the glycolytic pathway. 

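Of the genes in this list, the gene for the NAD-dependent isocitrate dehydrogenase alpha subunit was examined, and the others were not analysed here. It had 285 CPM in WPG, 289.6 CPM in WPGY, 268 CPM in PDB and 184 CPM in MPY. Its ranks were 621 in WPG, 616 in WPGY, 791 in PDB and 1332 in MPY.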

The gene encoding citrate synthase showed higher expression levels, reaching 600 TPMs in PDB and MPY cultures (Figure 6). The correlation between the expression levels of these genes in different culture media followed a similar pattern to that observed for the glycolysis genes (see Supplementary Materials–TCA). 

In summary, the genes involved in the TCA pathways exhibit similar expression levels to those of the central glycolytic pathway. They also rank similarly, around 275–300, among the genes regarding expression levels.

The glyoxylate cycle, which serves as a shortcut to the citrate cycle, involves two enzymes: isocitrate lyase (IL) and malate synthase (MS). In this study, there were two IL genes, and their accumulated transcription levels were similar to those of the genes in the citrate cycle, ranging from 300 to 600 TPMs. However, there was a notable difference in the transcription of the MS gene. In the woody-plant-based media (WPG and WPGY), the MS gene had a transcription level of 36 TPMs, while in the samples grown in rich media (PDB and MPY), it reached 400–500 TPMs.

The transcription correlation between the minimal media samples (WPG and WPGY) was close to 1.0, indicating a strong similarity in gene expression. However, the correlation between the minimal and complex media (PDB and MPY) dropped to 0.5–0.6, suggesting a divergence in transcription patterns between these two media types.

#### 2.5.3. Electron Transport Chain

In the oxidative phosphorylation pathway, 11 genes were annotated as coding for the enzymes involved in the electron transport chain (ETC). These included two genes for NADH–dehydrogenase, two genes for succinate dehydrogenase (which also participates in the TCA cycle), one gene for ubiquinol–cytochrome c reductase, five genes involved in ATP synthesis and H^+^ transport coupling, and one gene coding for an alternative oxidase.

The expression levels of all these genes were similar across the four conditions analyzed. 

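The alternative oxidase gene was the member of the electron transport list examined here. It had 989 CPM in WPG and 985 CPM in WPGY, 716 CPM in PDB and 416 CPM in MPY, and ranked 93, 95, 165 and 417 in these libraries. The value in MPY was 0.421 times that in WPG. The other genes of the list were not analysed here.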

With two exceptions, their expression values ranged from 100 to 700 TPMs, which was consistent with the expression levels of the TCA and glycolytic pathway genes. The two exceptions were the genes coding for the NADH–dehydrogenase complex enzymes, which had expression values lower than 100 TPMs in all four conditions. Please refer to the Supplementary Materials—Electron transport chain for more detailed information.

In summary, most of the genes involved in the central glycolytic pathway of *T. borchii* exhibit similar expression levels, ranging from 100 to 500 TPMs, and rank among the 275–300 most expressed genes. However, two specific observations highlight distinct metabolic behaviors.

First, the ADH genes were highly expressed in all four conditions, indicating the significance of alcoholic fermentation as a primary metabolic choice for *T. borchii* under the tested conditions. This high expression suggests a preference for alcohol metabolism in this microorganism.

Second, the genes encoding NADH–dehydrogenase showed low expression levels in all four samples. This observation further supports the notion that *T. borchii* relies more on alcoholic fermentation than oxidative phosphorylation for NAD regeneration.

### 2.6. Genes Involved in Secondary Metabolism Pathways—Clusters

Having established the transcriptional landscape of central metabolic genes as a reference, we focused on the relative expression of genes associated with secondary metabolite clusters in *T. borchii* SP1 mycelium samples. Truffles exhibit diverse biological activities and produce secondary metabolites of interest. Specifically, we investigated the expression of non-ribosomal peptide synthetases (NRPS and NRPS-like) and polyketide synthases (PKS and PKS-like) gene clusters.

All the genes identified within these secondary metabolite clusters showed minimal to null expression levels (below 60 TPMs), ranking in positions 2300–2800 of the transcriptomes (see Supplementary materials—Secondary metabolism clusters). Collectively, they represented only 0.05% of the total transcriptional effort. This indicates that the transcription of these genes was lower compared to the genes involved in central metabolism.

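The 13 protein IDs that the text lists for the 7 clusters had a median of 16.6 CPM in WPG, 19.7 CPM in WPGY, 14.6 CPM in PDB and 25.3 CPM in MPY. Of the 13 genes, 9 in WPG, 9 in WPGY, 10 in PDB and 10 in MPY lay below 60 CPM. The highest of the others were the PKS models 1121687 and 970716. Model 970716 had 1178 CPM in PDB (rank 83), 478 CPM in WPGY, 446 CPM in WPG and 189 CPM in MPY (rank 1295), and it was the highest of the 13 in each library. With length-scaled counts the highest value was 294 in PDB, 110.5 in WPGY, 102 in WPG and 47.2 in MPY, and 2 genes in WPG, WPGY and PDB and none in MPY reached 60. The median rank in CPM lay between 5592 (MPY) and 6386 (PDB), and 1 of the 13 genes, in MPY, ranked between 2300 and 2800.

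**Figure D2:**
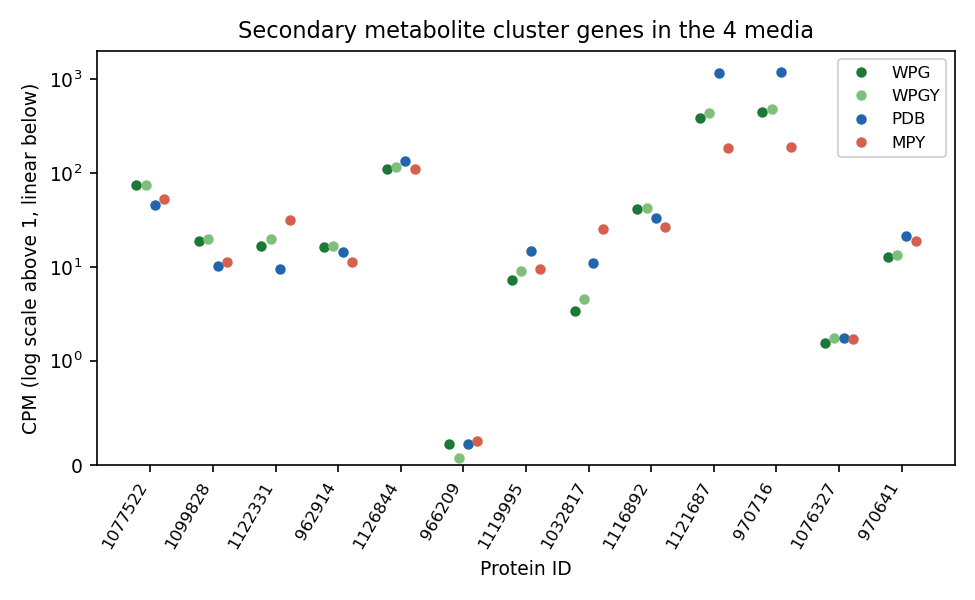
CPM of the 13 listed secondary metabolite cluster genes in WPG, WPGY, PDB and MPY, on a scale that is logarithmic above 1 CPM and linear below. Each point is 1 gene in 1 library. Models 1121687 and 970716 stand above the others in every medium and reach 1169 and 1178 CPM in PDB.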

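Together, the 13 genes took 0.113% of the counts in WPG (interval 0.112 to 0.114), 0.123% in WPGY (interval 0.122 to 0.123), 0.264% in PDB (interval 0.264 to 0.265) and 0.0672% in MPY (interval 0.0665 to 0.0680). Without the 2 PKS models 1121687 and 970716, the other 11 genes took between 0.0296% (PDB) and 0.0318% (WPGY). With length-scaled counts the sum was 0.0310% in WPG, 0.0336% in WPGY, 0.0699% in PDB and 0.0226% in MPY.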

### 2.7. Genes Related to the Synthesis of Volatile Compounds

Finally, we searched for genes associated with the aroma of truffles based on the studies by Martin et al. [20], who identified 92 aroma-related genes in the *T. melanosporum* species. Interestingly, 85 of these genes were expressed in all the samples of *T. borchii* SP1 (see Supplementary Materials—aroma genes). The expression levels of these genes varied widely, ranging from very low (below 10 TPMs) to very high (over 1000 TPMs). Notably, one particular gene (model ID 133725, mentioned earlier about the expression of ADH in central metabolism) encoding a class V alcohol dehydrogenase exhibited the highest expression among all the enzymes involved in aroma production.

Figure 7 illustrates the expression levels of the top ten most highly expressed aroma genes in the four samples, ranging from 200 to 1900 TPMs. These genes encompass a variety of functions and are associated with different metabolic pathways, including aldehyde and alcohol synthesis, sulfur compound metabolism, and isoprenoid synthesis. Notably, the enrichment of genes encoding enzymes involved in aldehyde and alcohol synthesis pathways was observed within this gene group.

## 3. Discussion

### 3.1. SP1 Is A New Mycelial Isolate of Tuber Borchii

Truffles are highly esteemed edible fungi, garnering significant attention in the research field. In recent years, the submerged fermentation of fungal mycelia has emerged as a promising approach to address the laborious and time-consuming nature of truffle cultivation [13,14]. Numerous research teams have studied optimizing the submerged fermentation of truffle mycelia [28,29,30]. These investigations typically assess variations in biomass, exopolysaccharides, enzyme production, metabolite presence, and volatile organic acids, aiming to achieve conditions that closely mimic the natural environment conducive to fruiting body formation.

Nevertheless, the availability of *Tuber* strains for laboratory studies remains limited. Cultivating *Tuber* spp. mycelia in a culture medium is challenging, often resulting in extremely slow growth and minimal biomass yield [31]. Consequently, there is a pressing need to expand the repertoire of *Tuber* strains that can be successfully cultured in vitro and molecularly characterized. This broader range of strains would significantly enhance the scope of research in this field.

This paper presents the isolation and characterization of a novel *T*. *borchii* strain named SP1 obtained from the soil in Castilla-León, Spain. During the isolation process, the truffle was carefully cleaned to eliminate any potential bacterial or fungal contaminants, and samples were taken from the gleba. The original samples were heavily contaminated with various microorganisms, including fungi from the genera *Cladosporium* and *Fomitopsis*, identified as the most prevalent contaminants through ITS sequencing (detailed data not presented). This is common, as ectomycorrhizal truffles and their fruiting bodies often harbor a diverse microbial community of filamentous fungi, yeasts, and bacteria [32,33,34].

The mycelium obtained from this strain was derived from the gleba tissue, indicating that it represents the maternal mycelium of this truffle (specific data not provided) [35,36]. The identification of this newly isolated *T. borchii* strain, SP1, was confirmed by sequencing the ITS region of the isolated mycelium.

In order to overcome the challenge of a low growth rate, various solid culture media, including PDA, MPY, WPGY, and WPG (detailed composition provided in Section 4), were tested for the isolation and cultivation of *T*. *borchii* SP1 mycelium. Among these media, MPY and WPG supported the highest growth rates. Notably, the estimated mycelial growth rate of *T*. *borchii* SP1 in MPY was approximately 40 cm/year, which represents a significant improvement compared to the growth rate reported by Iotti et al. in their study on *T. borchii* [31] (Figure 1C). Additionally, it was observed that the mycelia exhibited better growth when a lower agar concentration was used (specific data not provided).

On the MPY culture medium, the mycelium of *T. borchii* SP1 exhibited white colonies composed of straight, septated, and sparsely distributed hyaline hyphae (Figure 1B). Occasional branching and hyphal anastomoses were observed (Figure 3). The morphological characteristics of the mycelium cultivated in the three different culture media were similar. However, it was noted that the mycelium grown on maltose-containing medium had larger cells, indicating that the composition of the culture medium can influence hyphal morphogenesis [37]. Notably, no vesicles, which are typically observed in *Tuber* spp. mycelia [31,38] were observed in *T. borchii* SP1.

To identify the optimal conditions for achieving a higher biomass yield, submerged cultures of *T. borchii* SP1 were conducted using three different media, WPG, MPY, and PDB. It is worth noting that all cultures were maintained in static conditions, as no growth was observed under shaking conditions at 200 rpm. This observation is consistent with a previous study by Lacourt et al. in 2002, which also conducted submerged cultures of *T*. *borchii* under static conditions [7], but differs from the results reported by Chen et al. [39] who obtained growth under shaking conditions. The lack of growth under shaking conditions that we observed could result from mechanical disturbances on the mycelium or a preference for microaerophilic conditions, which could be consistent with a fermentative metabolism, as discussed below.

The culture medium that resulted in a higher biomass yield for *T. borchii* SP1 was MPY. When examining the hyphae under the microscope, it was observed that the cell sizes were larger compared to the other culture conditions. Additionally, the transcription of certain key genes involved in the central metabolism was also found to have higher values in the MPY culture medium compared to other conditions. This suggests that MPY provides a favorable environment for the growth and metabolic activity of *T*. *borchii* SP1.

The findings of Amicucci et al. (2010) [40] regarding the influence of carbon sources on *T*. *borchii* mycelium growth, specifically observing better growth in glucose compared to maltose or sucrose, differ from the results obtained with *T. borchii* SP1 in this study. In the case of *T. borchii* SP1, the mycelium exhibited better growth in the presence of maltose rather than glucose. These contrasting observations suggest that different *T. borchii* strains may respond differently to various carbon sources, highlighting the potential variability within the species.

The growth of *T. borchii* mycelium as a single pellet colony that occupies the culture flask is a common observation in submerged cultures. The merging of pellets into one can occur due to the aggregation of individual mycelial masses during growth. The color of the pellet can vary depending on the culture medium used, indicating potential differences in metabolic activity or pigment production. Figure 2 visually represents the pellet morphology and color variations in different culture media.

In some cases, when the mycelia were collected by filtration, they turned brownish rapidly. This color change was more evident when it occurred in the cultures performed in MPY or PDB than in the cultures made using WPG. 

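The list of 13 cluster genes was compared between the complex media (mean CPM of PDB and MPY) and the woody-plant-based media (mean CPM of WPG and WPGY). The means were taken before the logarithm, with 1 added to each mean, so the library with the higher CPM weighs more. The mean was higher in the complex media for 9 genes and lower for 4. For PKS models 1121687 and 970716 the higher mean rests on PDB, since in MPY they were 0.484 and 0.424 times as high as in WPG. For 1122331 it rests on MPY, since in PDB this gene was 0.576 times as high as in WPG. The median log2 ratio was 0.11, at percentile 79.0 of the medians of 10000 random lists of the same size matched on mean expression. In median-of-ratios scaling the median was 0.23, at percentile 80.8, and the scaling raised the median gene of at least 1 CPM by 0.12. Against WPG, 7 of the 13 genes were higher in PDB and 6 in MPY, and under median-of-ratios scaling 8 and 7 were.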

The brownish of the mycelium in these samples could be correlated with the slightly higher expression of the genes in the clusters of secondary metabolism in the cultures made in complex media (see below).

In summary, a new strain of *T. borchii* that can be axenically cultured in maltose-containing plates and static-submerged cultures was isolated. This strain can be maintained by subculturing indefinitely without signs of strain degeneration.

### 3.2. RNA-Seq and Transcriptome Analysis

The transcriptome analyses of the *T. borchii* SP1 strain described in this paper are preliminary and qualitative and do not pretend to be an exhaustive quantitative study since the difficulties of obtaining enough RNA material prevented making replicas of the different conditions studied. Our objective was to study the expression of different genes and gene families under different culture conditions and to identify common expression patterns that can be used as a reference for future comparative studies. In this context, we assume that all the mRNA species within a given sample are extracted and processed equally, and the comparative expression values in a given sample provide information that can be contrasted with other similar from other different samples. Consequently, transcription profiles observed in different experiments could represent consistent transcriptional effort distributions and inform about primary metabolic processes in the organism.

The transcriptomic profile of *T. borchii* SP1 growing in static liquid cultures of different media (PDB, MPY, WPGY, and WPG) was studied. The samples were harvested after 64 (WPGY and WPG) or 85 days of culture (PDB and MPY). The expression of 10.4 × 10^3^ to 10.9 × 10^3^ gene models was detected and identified using the published *T. borchii* Tbo3840 genome as a reference in the four media. These values represent between 84.6 and 88.6% of the annotated genes.

The most expressed gene in the WPG and WPGY samples was ID 990338, with an expression level representing 5.97% of the transcription effort in these conditions. 

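Gene 990338 lies on sequence 186 of Tubbor1 from 146604 to 147098, a span of 495 bp. It took 2.56% of the counts in WPG (interval 2.56 to 2.57) and 2.51% in WPGY (interval 2.51 to 2.51). With length-scaled counts its share was 6.94% in WPG and 6.86% in WPGY. It was the highest gene of these 2 libraries on both scales.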

Surprisingly, the transcription level of this gene in the PDB and MPY samples was much lower and represented only 0.19 and 0.28% of the transcription effort, respectively. 

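In PDB, gene 990338 had 114715 counts, which were 729 CPM or 0.0729% of the counts (interval 0.0725 to 0.0733), and it ranked 160. In MPY it had 54656 counts, which were 1139 CPM or 0.114% (interval 0.113 to 0.115), and it ranked 87. The value in PDB was 0.0284 times that in WPG and 0.0291 times that in WPGY, and the value in MPY was 0.0444 times that in WPG. With length-scaled counts its share was 0.216% in PDB and 0.336% in MPY.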

Gene ID 990338 codes presumably for an Hsp26/Hsp42 chaperone. This chaperone belongs to the family of the Hsp20 and is a small heat-shock protein that suppresses protein aggregation and protects against cell stress. Hsp20 has been reported to be absent in the *T. melanosporum* genome and other ascomycetes [41]. However, the search for BlastP hits of this protein reveals its presence in *T*. *brumale*, *T. aestivum*, *T*. *indicum*, *T. magnatum*, and many other ascomycetes. This protein was used to construct a temperature-tolerant strain of *Lentinula edodes* [42] and is found in tandem repeats in a temperature-adapted *Coriolopsis trogii*. The model identified in *T*. *borchii* corresponds to a secreted protein. Secreted heat shock proteins are proposed to act as intercellular signals [43]. Their function in *Tuber* is unknown.

The most expressed gene in the PDB samples codes for a protein without an assigned function (ID 1067414). 

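Gene 1067414 lies on sequence 230 from 124445 to 125080. It took 0.871% of the counts in PDB (interval 0.870 to 0.873) and 0.585% in MPY (interval 0.582 to 0.587), where it ranked 5. With length-scaled counts its share was 2.01% in PDB and 1.34% in MPY.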

The transcription effort of this gene in PBD is 2.10% and 1.37% in MPY. 

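In the woody-plant-based media gene 1067414 took 0.443% of the counts in WPG (rank 13) and 0.436% in WPGY (rank 14). With length-scaled counts its share was 0.934% in WPG and 0.928% in WPGY, where it ranked 6 and 7.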

The gene coding for this protein is also among the most expressed in WPG and WPGY, representing 0.96 and 0.5% of the gene expression and among the 10 most expressed genes in these samples. This gene codes for a small (154 amino acids) presumably secreted protein. Proteins similar to this have been found in other ascomycetes (preferentially other *Tuber*) and some budding yeasts. It has a peculiar primary structure as it contains 14 Ser and 34 Thr residues.

Finally, the most expressed gene in MPY was ID 957843, coding for the glyceraldehyde 3-phosphate dehydrogenase (GA3PDH) NAD binding domain. The portion of the total transcription associated with this gene was 1.95, 1.36, 0.35, and 0.35% in the MPY, PDB, WPG, and WPGY samples, respectively. 

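Model 957843 took 0.0786% of the counts in MPY (interval 0.0779 to 0.0794), 0.0539% in PDB (interval 0.0536 to 0.0543), 0.0164% in WPG and 0.0160% in WPGY. With length-scaled counts the shares were 0.456% in MPY, 0.313% in PDB, 0.0875% in WPG and 0.0862% in WPGY. The order of the media was MPY, PDB, WPG and WPGY on both scales.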

In the two samples derived from complex media (MPY and PDB), this gene was among the ten most expressed, whereas in the samples derived from minimal media (WPG and WPGY), the gene was among the 30 most expressed.

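In WPG model 957843 had 164 CPM and ranked 1441, and in WPGY it had 160.5 CPM and ranked 1492. With length-scaled counts it ranked 119 in WPG and 122 in WPGY.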

### 3.3. Comparison of the Transcriptomes from the Different Culture Media

The correlation between the normalized expression values for all genes in all the pairwise combinations of conditions (Supplementary Materials—Correlation coefficient) was studied. The correlation between the gene expression values when WPG and WPGY samples were compared was 99.6%, with R^2^ being 0.996, thus indicating that both samples were virtually identical. 

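Across all 12346 gene models, r2 between WPGY and WPG was 0.999 in linear CPM, and 0.999 in log2(CPM + 1). The Spearman rank correlation was 0.997. Genes are not independent replicates, so these values describe 2 libraries and carry no test.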

No genes in this comparison fell outside the twofold limit established as a rough comparative criterion. This result suggests that the yeast extract in the WPGY medium did not induce significant gene expression changes in the samples. 

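Among the 8641 genes with at least 1 CPM in WPG or WPGY, the number beyond the 2-fold limit in log2(CPM + 1) was 0. It was also 0 with a pseudocount of 0.1 and under median-of-ratios scaling, and it was 1 with length-scaled counts. Genes under 1 CPM in both libraries cannot pass the limit at a pseudocount of 1, so the number says nothing about them. With 1 added to each CPM, 7466 of the 8641 genes lay within 10% of each other in the 2 libraries. The added 1 makes genes of low CPM look closer than they are. The largest difference among the genes of at least 10 CPM was a rise of 0.52 on the log2 scale, for gene 812998 (69.0 CPM in WPG and 99.2 CPM in WPGY), followed by gene 659690 with 0.46. The largest falls were for gene 890920 (14.3 CPM in WPG and 10.6 CPM in WPGY) and gene 1091406 (12.5 CPM in WPG and 9.25 CPM in WPGY).

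**Figure D3:**
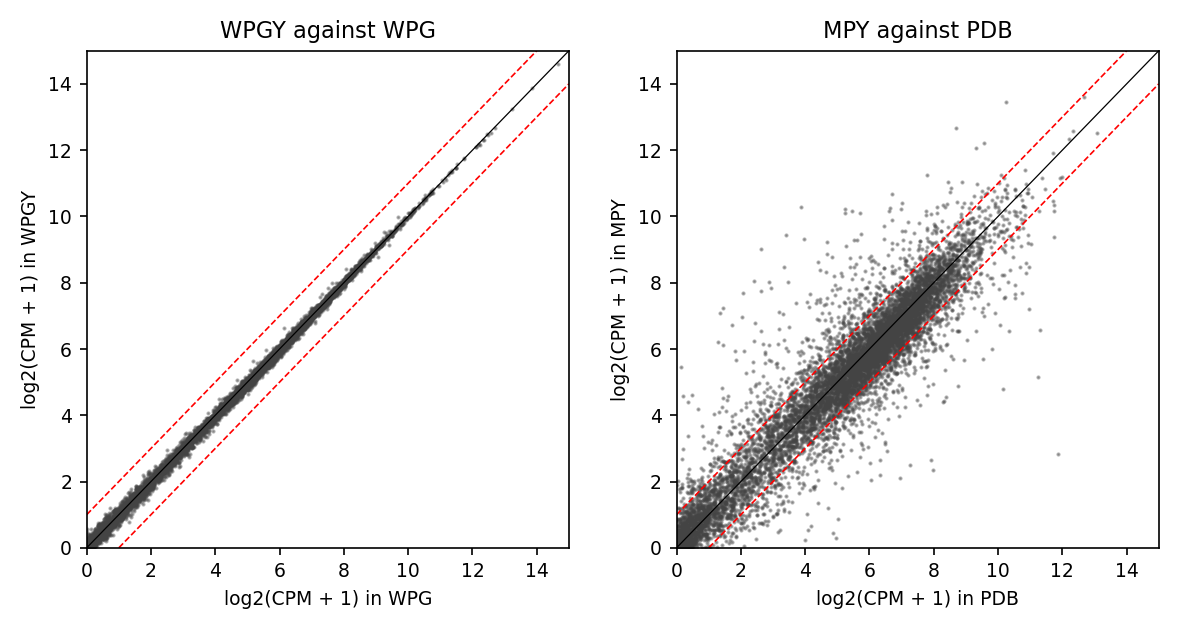
log2(CPM + 1) of every gene in WPGY against WPG (left) and in MPY against PDB (right), each axis on the log2 scale. Each point is 1 gene, the black line marks equal values and the red dashed lines mark the 2-fold limit. No gene of at least 1 CPM is beyond the lines in the left panel, and 1459 genes are beyond them in the right panel.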

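The chi-square of the counts of WPG and WPGY, over 9911 genes with an expected count of at least 10 in both, was 12.9 per degree of freedom, where counting noise alone gives 1. The median gene contributed 2.93. The same ratio lay between 1945 (MPY against PDB) and 3490 (PDB against WPGY) for the other 5 pairs. For the 6978 genes with over 1000 counts in both libraries, the SD of the log2 ratio was 0.0833. The ratio compares libraries, not media, and at this depth small differences between separately prepared libraries also raise it above 1. In simulated libraries a change of 5% per gene gave 14.3. From the similarity the paper proposes that the yeast extract induced no significant change in expression.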

When all other comparisons were made, the R^2^ values were lower (between 0,64 and 0,70), with the sample from the MPY culture appearing to be the most different. 

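In linear CPM, r2 was 0.517 for MPY against PDB, 0.334 for MPY against WPGY, 0.326 for MPY against WPG, 0.216 for PDB against WPGY and 0.213 for PDB against WPG. The lowest values were therefore those of PDB with the woody-plant-based media. In log2(CPM + 1) the order changed. There r2 was 0.939 for MPY against PDB, 0.937 for PDB against WPGY, 0.936 for PDB against WPG, 0.918 for MPY against WPGY and 0.917 for MPY against WPG, and the Spearman correlation was also lowest for MPY with the woody-plant-based media, at 0.956. Without the 10 highest genes of each library, r2 in linear CPM lay between 0.507 and 0.574 for these 5 pairs.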

Only a few genes fell out of the twofold expression limits established for these comparisons, most without functional KOG annotation.

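Genes beyond the 2-fold limit in log2(CPM + 1), among those with at least 1 CPM in either library, numbered 1459 of 8430 (17.3%) for MPY against PDB. Of these, 706 were higher in MPY and 753 were lower, a direction that changed under median-of-ratios scaling, with 744 higher and 727 lower. With length-scaled counts the direction did not change, with 780 higher and 792 lower. The number was 1609 of 8685 for PDB against WPGY, 1662 of 8701 for PDB against WPG, 2043 of 8727 for MPY against WPGY and 2099 of 8742 (24.0%) for MPY against WPG. A pseudocount of 5 gave the lowest numbers for the PDB pairs, 1003 against WPGY and 1026 against WPG. Gene 1103054 fell most from PDB to MPY, from 589989 to 295 counts, a log2 ratio of -9.04. It was followed by gene 1126885, with -6.11. The largest rises were those of gene 1064615, from 13.8 to 1244 CPM (6.40), and gene 986569, from 5.14 to 512 CPM (6.38).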

The WPG and WPGY samples showed a more similar transcriptome profile than the MPY and PDB samples. 

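For the genes with over 1000 counts in both libraries, the SD over genes of the log2 ratio was 0.845 for MPY against PDB (5844 genes), which is above the SD given for WPGY against WPG. Within 10% of each other, with 1 added to each CPM, lay 1359 of the 8430 genes of the first pair.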

There are two possible explanations for this. The woody-plant-based culture media (WPG and WPGY) are synthetic culture media with glucose as the sole carbon source, whereas the PDB and MPY media are undefined culture media with complex carbon sources (maltose and potato dextrose). Furthermore, the WPG and WPGY samples were harvested after 65 days of culture, whereas the MPY and PDB samples were harvested on day 85. Despite these long cultivation times, the high expression of histone-coding genes in the four samples (see Table 3) suggests that the mycelia were actively growing in the four cultures, although at a very low rate.

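Histone gene 961630 (Histone H4, positions 208112 to 208496 on sequence 4) had 1077 CPM in WPG, 1084 CPM in WPGY, 947 CPM in PDB and 798 CPM in MPY, with ranks of 82, 83, 118 and 159. Histone gene 1124376 (Histones H3 and H4, positions 137722 to 138383 on sequence 77) had 2636 CPM in WPG, 2610.5 CPM in WPGY, 2655 CPM in PDB and 2285 CPM in MPY. With length-scaled counts 961630 ranked 16, 15, 15 and 23 in these libraries.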

The transcription efforts of the genes annotated within the O KOG category (post-translational modification, protein turnover, and chaperones) in WPG and WPGY media were 15.27 and 15.30%, respectively, whereas, in the PDB and MPY media, they were 6.43 and 7.61%, respectively. The importance of the transcription of gene ID 990338 in WPG and WPGY has been described above. This gene codes for a chaperone belonging to KOG Class O, and its contribution to the effort of this class is around 6%. Putting aside the contribution of this gene to the complete transcription of class O, this class is still more transcribed in the minimal media (an effort close to 10%) than in the more complex media. Within the 20 most expressed genes in WPG and WPGY, three code for heat shock proteins (Hsp20 and Hsp70) and one for a ubiquitin-like protein.

Concerning the genes belonging to the KOG class G (carbohydrate transport and metabolism), the observed enrichment in the expression of the genes involved in carbon source processing could be a consequence of the complexity of these two media compared with the glucose used as the sole carbon source in WP-based broths.

Finally, the expression of the genes classified in the KOG class Q (secondary metabolites biosynthesis, transport, and catabolism) seems higher in the MPY and PDB samples than in the WP-based ones. This result suggests that the mycelium cultivated in nutritionally richer broths can produce more secondary metabolites than in the basal WP medium. This result is essentially a consequence of the expression of the ADH genes.

### 3.4. Pathways of Central Metabolism

The NADH–dehydrogenase system is critical for regenerating the NAD^+^ required for the glycolytic reactions. The combination of the low expression of the NADH–dehydrogenase system combined with the high expression levels of the alcohol dehydrogenase in the four media (see Figure 5) suggests that this fungus displays a metabolism preferentially fermentative in these aerobic conditions. In yeasts, alcoholic fermentation is known as the Crabtree effect in aerobic conditions. This effect occurs by inhibiting the TCA and electron transport chain in conditions of a high glucose concentration. The amount of glucose used in our system could be high enough to trigger this effect in *T. borchii*, preventing the accumulation of biomass in this way. Chen et al. [39] observed the best growth in sucrose over glucose in submerged cultures of *T. borchii*.

Ceccaroli et al. [23] reporteded the presence of an acid invertase gene in *T. melanosporum*. This enzyme breaks down sucrose and could explain the performance of this fungus using that sugar as a carbon source. *T*. *borchii* SP1 genome contains one invertase gene that is expressed at a very low level (lower than 10 TPMs) in all the samples analyzed. In addition to the invertase, *T. borchii* codes for three trehalase genes that are also expressed at low levels (below 50 TPMs) except one of them (ID 1130405) more expressed in the samples cultivated in minimal medium.

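Trehalase gene 1130405 (positions 103020 to 106251 on sequence 206) had 342 CPM in WPG and 361 CPM in WPGY, against 153 CPM in PDB and 132 CPM in MPY. Its rank was 461 in WPG, 433 in WPGY, 1738 in PDB and 1939 in MPY. The other trehalase genes and the invertase gene were not analysed here.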

Finally, the glyoxylate cycle has been extensively studied in *T*. *borchii* [44]. In the paper by Ceccaroli quoted above, the authors report the upregulation of the expression of the malate synthase gene in the root tips compared to the mycelium. Our results indicate that the basal level of expression of this gene in our culture conditions is higher in the cultures performed in complex media in comparison to those made in woody-plant-based broths.

Besides the high level of ADH expression, the expression of GAPDH, PGK, and PK (responsible for phosphorylation at the substrate level) was also high, especially in the MPY culture medium. 

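In MPY relative to PDB, PGK (1077976) was 3.81 times as high in CPM, GA3PDH model 1079835 was 1.48 times and model 957843 was 1.46 times as high, whereas ADH (1133725) was 0.571 times as high. Relative to WPG, the ratios in MPY were 4.79 for model 1079835 and 4.78 for model 957843. The pyruvate kinase genes were not analysed here.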

The high quantities of PGK and PK produce ATP in more significant amounts, which could justify the better mycelial performance in the culture MPY medium.

### 3.5. Genes Involved in Secondary Metabolism—Clusters

Secondary metabolites are not produced in the rapid growth phase (trophophase) but rather during the later production phase (idiophase). Generally, the synthesis of these metabolites begins when a nutrient source is depleted, such as carbon or nitrogen [45]. Although the transcriptomic analysis of this study was carried out with samples from days 65 and 85 of growth, it is possible that these periods were insufficient to produce and accumulate secondary metabolites. As it has been discussed above, the high expression of genes coding for histones in the four samples supports this assumption.

While the genes coding for enzymes involved in the central metabolic pathways are dispersed across the genome, those coding for enzymes participating in the secondary metabolism are arranged in biosynthetic clusters [45]. Ascomycete genomes encode an average of ten non-ribosomal protein synthetases (NRPS), sixteen polyketide synthetases (PKS), two tryptophan synthetases (TS), and two dimethylallyl tryptophan synthases (DMATS) per genome [46]. 

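In the Tubbor1 annotation the NRPS proteins 1077522, 1099828 and 1122331 lie on sequence 47 between positions 205603 and 233885. The type I PKS 962914 lies on sequence 9 from 408341 to 414064, whereas the PKS-like protein 1116892 lies on sequence 298 from 4391 to 6824. Of the NRPS-like proteins, 1126844 lies on sequence 120, 966209 and 1119995 on sequence 20, and 1032817 on sequence 289. The other PKS-like proteins, 1121687, 970716, 1076327 and 970641, lie on sequence 39 between 53453 and 71062.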

The automatic annotation of the *T*. *borchii* genome used as a reference for this study, however, identifies seven clusters coding for highly conserved proteins: one non-ribosomal peptide synthetase (NRPS, containing proteins IDs 1077522, 1099828, and 1122331), one type I polyketide synthase (PKS, ID 962914), three NRPS-like (containing proteins IDs 1126844, 966209, 1119995, and 1032817) some of them with PKS domains, and two PKS-like (containing protein ID 1116892 and proteins 1121687, 970716, 1076327, and 970641). This number and distribution are also found in the genome of *T. melanosporum.* This reduced number of secondary metabolite clusters in the *Tuber* genomes could result from a miss-annotation of some of them in the highly complex genomes of these species.

The expression of the genes of the secondary metabolism clusters was low (lower than 50 TPMs in all the samples), except for two PKS genes in the PDB cultures that showed around 150 TPMs. 

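PKS-like models 1121687 and 970716 had 183924 and 185388 counts in PDB, and ranked 86 and 83. With length-scaled counts they ranked 720 and 615. In CPM the 2 models were 3.07 and 2.64 times as high in PDB as in WPG, and in MPY they were 0.158 and 0.161 times as high as in PDB. Of the other members of the cluster, 1076327 had 1.76 CPM in PDB and 1.56 CPM in WPG, and 970641 had 21.3 CPM in PDB and 12.6 CPM in WPG. Among the remaining cluster genes the highest value was 135 CPM in PDB, for NRPS-like model 1126844.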

Interestingly, the mycelium harvested under these conditions showed a more intense brownish color that could correlate with the production of compounds that are easily oxidized upon removing the liquid culture medium. Polyketides are present in the black allomelanin pigments formed by truffles [47].

### 3.6. Genes Related to the Synthesis of Volatile Compounds

Regarding genes related to truffle aroma, it was observed that most of the analyzed genes were present and expressed in the samples. Upon analysis of the ten genes with the most significant expression, it was found that the gene expression was very similar in WPG and WPGY media, suggesting that adding yeast extract did not seem to influence the expression of these genes. It was verified that the PDB sample in some genes presented a higher gene expression when compared to the other media. It was also observed that genes were expressed very differently between the different growing conditions. These results explain how the substrate’s composition can influence the production of VOCs by valuable *Tuber* spp. species [29]. PDB, the culture broth that supported the lower biomass yield, showed the highest expression of genes related to aroma production. It is most likely that the expression of these genes increases in non-optimal cultural conditions, as well as the genes in the cluster of secondary metabolism. It was shown that abiotic interacting stress factors influence the relative expression of genes related to mycotoxins production, a category of secondary metabolites produced by some pathogenic fungi [48].

The gene corresponding to phosphoadenosine phosphosulfate reductase (thioredoxin reductase) was expressed almost five times more in PDB compared to the MPY medium. The thioredoxin reductase was included in this group because it appears in the list of aroma-related genes published by Martin et al. [20]. Thioredoxin reductase also plays a role in protecting the cell against the oxidative stress produced by ROS. As discussed above, the high expression of ADH and the low of the NADH–dehydrogenase genes suggest a fermentative metabolism for *T. borchii* under the culture conditions used. Fermentative metabolism and hypoxia conditions generate high levels of ROS. The data presented here suggest that the production of thioredoxinreductase could help prevent the detrimental effects of these toxic compounds.

## 4. Materials and Methods

### 4.1. Strain and Culture Conditions

Several truffles (*T*. *borchii*, *T. aestivum*, *T*. *magnatum*, *T*. *melanosporum*) were obtained from local markets and collectors in different regions of Spain. The truffle surfaces were washed with soapy water (1:200 dilution), brushed to remove excess soil, and dried with absorbent filter paper. Then, the truffles were aseptically broken in two halves, and small pieces of the innermost part of the gleba were transferred to Petri dishes with different culture media supplemented with amoxicillin at 100 mg/mL to avoid bacterial contamination. All cultures were incubated at 22 ± 1 °C in the dark.

The cultivation process was performed in the following culture media: (i) potato dextrose broth 20 g/L (PDB) (Scharlab) or potato dextrose agar (PDA). (ii) Woody plant (WP) medium (composition per liter: 0.2 g KH_2_PO_4_, 0.1 g CaCl_2_·2H_2_O, 0.3 g MgSO_4_·7H_2_O, 0.9 g K_2_SO_4_, 0.1 g myoinositol, 2.3 g woody plant, 1 mL oligo-elements solution containing, per liter, 22.3 mg MnSO_4_·H_2_O, 0.014 mg FeSO_4_·7H_2_O, 8.6 mg ZnSO_4_·7H_2_O, 0.25 mg Na_2_MoO_4_·2H_2_O, 0.025 mg CuSO_4_·5H_2_O) [28] was modified. The woody plant was occasionally supplemented with 20 g/L glucose (WPG), 20 g/L glucose plus 5 g/L yeast extract (WPGY), 20 g/L dextrose (WPD), 20 g/L dextrose plus 5 g/L yeast extract (WPDY) or 20 g/L sucrose (WPS). (iii) Maltose medium (MPY) containing, per liter, 35 g maltose, 5 g peptone, 5 g yeast extract, 0.5 g MgSO_4_·7H_2_O, 1 g K_2_SO_4_, and 0.05 g myoinositol [43] was modified. The pH of all the culture media was adjusted to 6.3–6.4 with NaOH. All liquid cultures were incubated in the dark under static conditions at 22 ± 1 °C.

When needed, 7 g/L agar was added for solid cultures. Maltose and yeast extract were purchased from Scharlab (Barcelona, Spain), peptone from Panreac (Barcelona, Spain), woody plant from Merck (Madrid, Spain), and agar from Scharlab.

### 4.2. Growth Rate

The linear growth rate was measured as follows: one plug (0.2 cm^2^) of actively growing mycelium was placed in the center of the Petri dish, and the linear growth of the colony’s edge was measured in the four perpendicular directions each week until the 35th day of growth. All plates were made in triplicate to calculate the mean growth rate values and standard deviation. An ANOVA and Tukey’s test were used to compare variations between the means of the different groups.

### 4.3. Biomass

Three plugs (0.2 cm^2^) of actively growing mycelium from the outermost growth zone of a solid culture were used to inoculate 250 mL flasks containing 100 mL of medium. The flasks were grown at 22 °C in the dark and under static conditions for 40 days. After 40 days, the mycelia were filtered through a micropore filter, weighed, and dried at 50 °C for 24 h, when they were weighed again to obtain their fresh and dry weight. The weight of the agar plugs was discounted. There were four replicates for each culture medium.

### 4.4. Molecular Characterization

The mycelium was ground using liquid nitrogen. DNA extraction was performed using the commercial EZNA Fungal D.N.A. Mini Kit (Promega Biotech, Norcross, GA, USA) following the producer’s protocol. After checking the DNA concentration, a PCR was performed using sequences from the internal transcribed spacer (ITS) region, primers ITS4 5′-TCCTCCCGCTTATTGATA-3′ and ITS1F 5′-CTTGGTCATTTAGAGGAAGTAA-3′1. The PCR conditions were as follows: An initial denaturation step at 95 °C for 5 min, followed by 29 cycles consisting of 1 min denaturation at 95 °C, 0.5 min annealing at 53 °C, and 1 min extension at 72 °C. After the last cycle, a 10 min final extension step at 72 °C was added to complete the reaction. The PCR products were sequenced, and the sequences were blasted against the NCBI database to identify the most similar entries. The ITS sequence was deposited in the GenBank NCBI database with accession number OQ002403.

### 4.5. Morphology

Morphological data of the mycelium of *T. borchii* strain SP1 were studied under light microscopy in different culture media. Small pieces (1 cm^2^) of mycelium were analyzed and collected from each Petri dish (three per substrate) after 40 days of mycelial growth. The following parameters were measured: thickness, branching angle, and distance between the septa of the hyphae grown in the different culture media. Photos were taken using a camera (ZEISS Axiocam 208 color/202) attached to the microscope and were further processed using the program ZEN 2.3—blue edition.

### 4.6. RNA seq

For the transcriptome analysis of the SP1 strain, axenic cultures of the mycelium were performed under different culture conditions. The mycelia were collected after 65 days in WPG and WPGY or 85 days in PDB and MPY of the culture.

The mycelial samples were ground using liquid nitrogen and stored at −80 °C for transcriptome analysis. A fungal RNA EZNA kit (Omega Bio-Tek, Norcross, GA, USA) was used to extract the total RNA. R.N.A. quality was determined using electrophoresis on 1% (*w*/*v*) agarose gels. A Qubit^®^ R.N.A. Assay kit (Invitrogen, Life Technologies Corporation, Norcross, GA, USA) was used to measure the R.N.A. concentration. The mRNA libraries were built using TruSeq^®^ R.N.A. (Illumina, Inc., San Diego, CA, USA) following the manufacturer’s instructions. Sequencing was performed with an Illumina NovaSeq 6000 System (North Caroline genomic lab, Raleigh, NC, USA) using paired-end reads of 150 bp.

### 4.7. Transcriptome Data Analysis

The quality of mRNA-seq data was checked using FastQC [49] and trimmed with Trimmomatic [50] to remove reads and sequences containing adapters. The results of the reads from all libraries were mapped to the *T*. *borchii* Tbo3840 reference genome obtained from the JGI Mycocosm platform (https://mycocosm.jgi.doe.gov/mycocosm/home (accessed on 8 November 2022)) using the STAR Galaxy Version 2.7.8 program [51]. The feature Counts [52] program was used to assign the mapped reads generated from RNA sequencing. KOG (EuKaryotic Orthologous Groups) and EggnogMapper [53] were used for protein function annotation. The Kallisto program was used to normalize the read data, which generated values of TPMs that were transformed into per gene [54].

### 4.8. Analysis of Metabolic Pathways

An analysis of the metabolic pathways, glycolysis, citrate cycle (T.C.A.), glyoxylate cycle, and oxidative phosphorylation was performed based on the KEGG annotation of the *T*. *borchii* genome available in the mycocosm portal of the Joint Genome Institute. (https://mycocosm.jgi.doe.gov/Tubbor1/Tubbor1.home.html (accessed on 13 December 2022)).

## 5. Conclusions

A new Spanish strain of *T. borchii* was isolated, the axenic culture conditions were described, and the gene expression in different medium conditions was analyzed. A significant gene expression was obtained for most of the annotated genes, although most of the transcription effort was concentrated in a few genes (80% of the transcription was due to 20% of the genes). The transcription profiles of the cultures made in minimal medium (WPG and WPGY) were highly similar, whereas there were more differences in the cultures made in complex media (PDB and MPY). Altogether, the analyzed transcriptomes can shed some light on the metabolic processes in *T*. *borchii* under the conditions studied. The distribution of gene numbers and expression by KOG categories depends on the culture medium. The transcription of genes involved in the central metabolic pathways was relatively constant in the four conditions studied, providing a reference for other experiments. The high transcription level of ADH genes suggests a fermentative metabolism for *T. borchii*. The reduced expression level of NADH-dehydrogenase strengthens this hypothesis. The in vitro culture of truffle mycelium may become a potential alternative resource for secondary metabolite production and biotechnological applications and for studying the factors required for enhancing its vegetative growth. It may also be related to the production of medicinally important molecules such as polysaccharides. The expression of the genes related to the synthesis of VOCs showed that the substrate composition is a crucial factor in modulating the aroma production from the mycelium. The in vitro culture of genetically selected fungal strains in optimized substrates may become a potential alternative resource for producing natural truffle flavors to substitute synthetic truffle aromas that consumers do not appreciate.

## Figures and Tables

**Figure 1:**
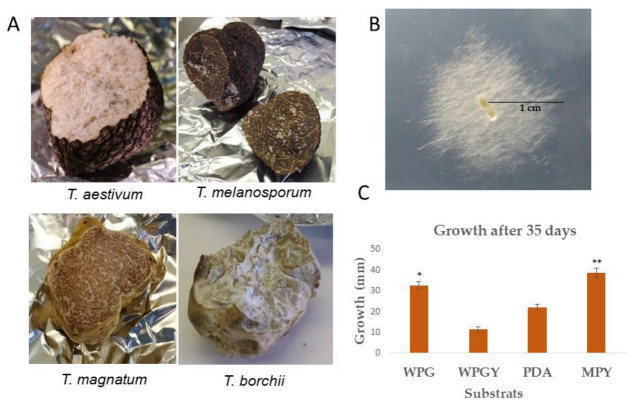
(**A**) Fruiting bodies of the *Tuber* species used in this study. (**B**) Mycelium growth of *T. borchii* SP1 after eight days of culture in woody plant sucrose. The diameter of the colony in the picture is 2 cm. (**C**) Linear growth of *T. borchii* SP1 in different culture media. (* There is a statistically significant difference between maltose+peptone+yeast extract (MPY) and potato dextrose agar (PDA) and woody plant+glucose+yeast extract (WPGY) *p* < 0.05. ** There is no statistically significant difference between MPY and woody plant+glucose (WPG), *p* > 0.05).

**Figure 2:**
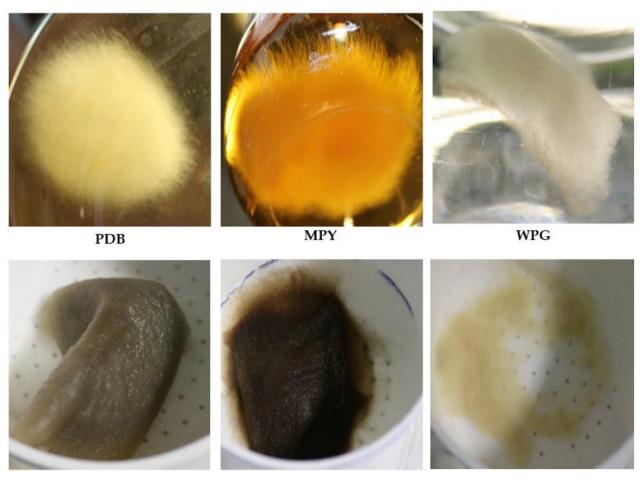
The vegetative mycelium of *T. borchii* SP1 was cultivated in submerged static cultures using potato dextrose broth (PDB), maltose + peptone + yeast extract (MPY), and woody plant + glucose (WPG) media (**upper row**). Subsequently, the same mycelium was filtered to remove the culture broth (**lower row**).

**Figure 3:**
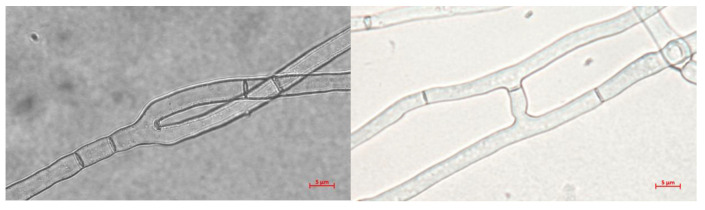
Representative hyphae of *T. borchii* after 40 days of growth (40×). Medium MPY (**left**) and WPG (**right**).

**Figure 4:**
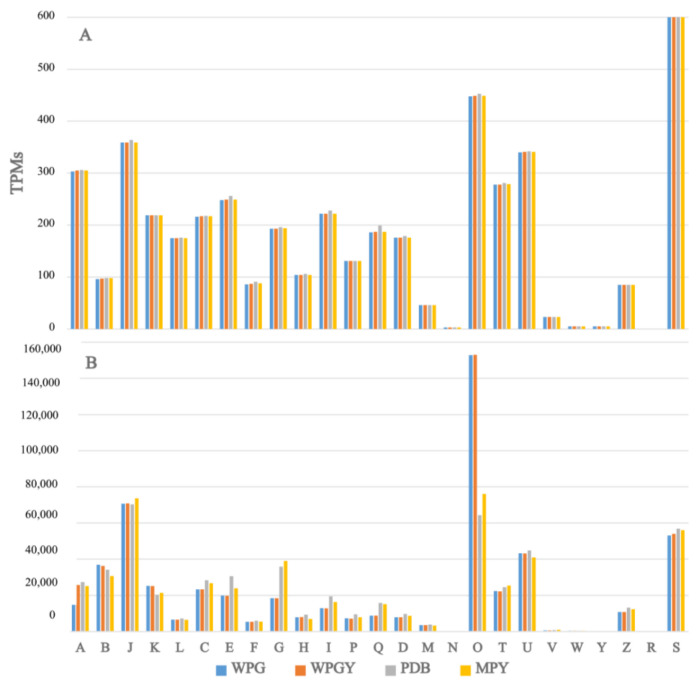
(**A**) The number of genes in each KOG category in the four samples analyzed. (**B**) Number of TPMs reads associated with each one of the KOG categories in the analyzed samples. A—RNA processing and modification, B—chromatin structure and dynamics, J—translation, K—transcription, L—replication and repair, C—energy production and conversion, E—amino acid metabolism and transport, F—nucleotide metabolism and transport, G—carbohydrate metabolism and transport, H—coenzyme metabolism, I—lipid metabolism, P—inorganic ion transport and metabolism, Q—secondary metabolites biosynthesis, transport and catabolism, D—cell cycle control and mitosis, M—cell wall/membrane/envelope biogenesis, N—cell motility, O—post-translational modification, protein turnover, chaperone functions, R—general function prediction only, S—unknown function, T—signal transduction, U—intracellular trafficking and secretion, V—defense mechanisms, W—extracellular structures, Y—nuclear structure, Z—cytoskeleton.

**Figure 5:**
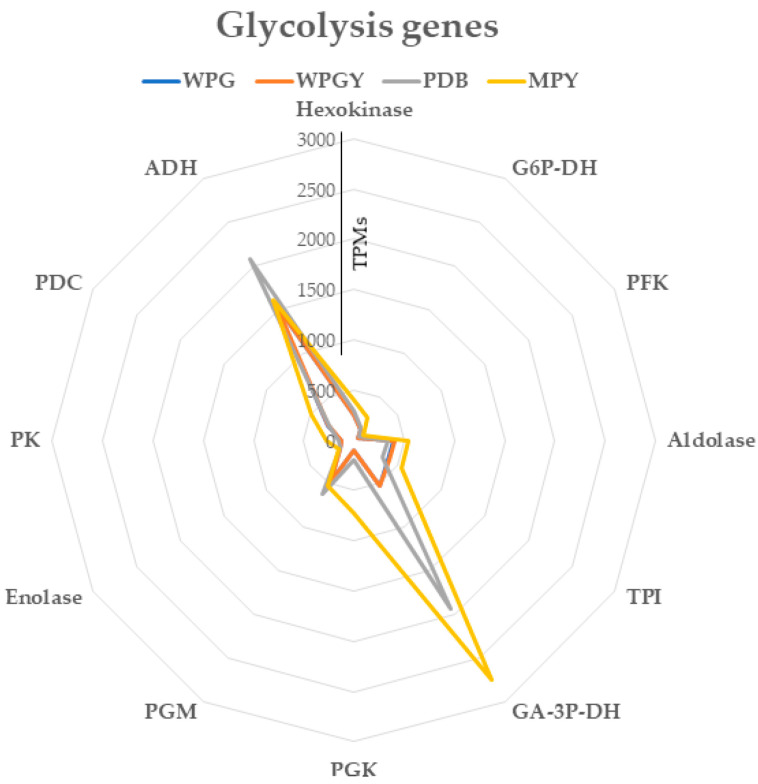
The radar chart represents the transcription of the genes coding for glycolytic enzymes in the four culture media.

**Figure 6:**
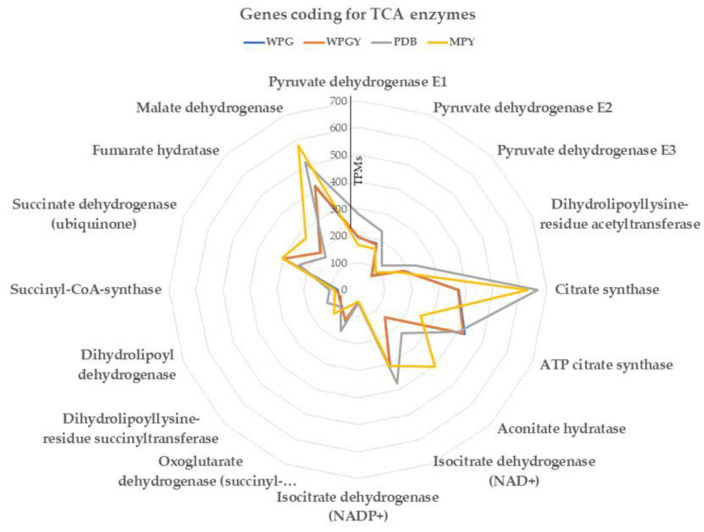
The radar chart represents the transcription of the genes coding for enzymes of the citrate cycle in the four culture media.

**Figure 7:**
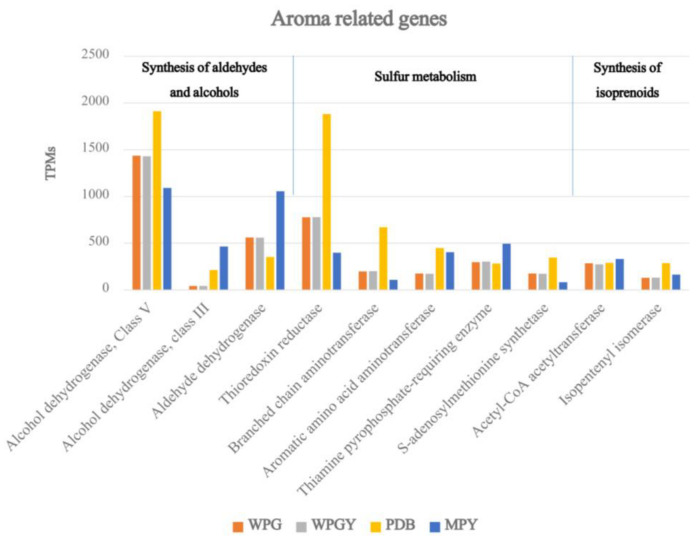
Genetic expression of the ten most expressed genes related to truffle aroma.

**Table 1:** Mean (four repetitions) and standard deviation of the fresh and dry weight of *T. borchii* SP1 mycelium after 40 days of submerged static growth in different liquid culture media.

Culture Medium	Fresh Weight (mg)	Dry Weight (mg)
WPG	535 ± 103	41 ± 7
PDB	470 ± 89	38 ± 1
MPY	1600 ± 270	127 ± 22

**Table 2:** Summary of the RNAseq experiments. The number of expressed genes and genes with Eukaryotic Orthologous Groups of proteins (KOG)—annotation in the four samples.

Sample	Total Reads	Genes Expressed	Genes KOG
WPG	116,376,579	10,870	4645
WPGY	125,457,058	10,941	4642
MPY	47,969,567	10,442	4582
PDB	157,335,190	10,599	4621
Number of genes in the reference genome		12,346	5686

**Table 3:** Functional annotations of the 10 most expressed *T. borchii* genes in the four cultures.

Protein Id	TPMs-WPG	Function	Protein Id	TPMs-WPGY	Function
990338	59710.6	Molecular chaperone	990338	59732.8	Molecular chaperone
1125059	37904.9	N/A	1125059	38565.1	N/A
985714	19175.7	N/A	985714	19689.8	N/A
986569	18513.8	N/A	986569	18720.1	N/A
907400	15291.6	N/A	907400	15059.6	N/A
1138063	12188.2	N/A	1138063	12331.1	N/A
1039918	11559.9	Molecular chaperone	1039918	11506.3	Molecular chaperone
1067414	9526.58	N/A	961630	9712.31	Histone H4
961630	9394.31	Histone H4	1067414	9622.65	N/A
1124376	9124.24	Histones H3 and H4	1124376	9300.14	Histones H3 and H4
**Protein Id**	**TPMs-PDB**	**Function**	**Protein Id**	**TPMs-MPY**	**Function**
1067414	20972.3	N/A	957843	19500.8	GAPDH
1138063	18989.4	N/A	892438	18481.5	N/A
1098806	16159.1	N/A	1067414	13726.7	N/A
1125059	13738.2	N/A	1098806	11293	N/A
957843	13582.2	GAPDH	987363	10269.6	N/A
907400	12134	N/A	1138063	9857.26	N/A
1124376	10231.8	Histones H3 and H4	1041746	9720.97	N/A
1103054	9425.23	N/A	1124376	8576.88	Histones H3 and H4
961630	9060.03	Histone H4	1127611	8393.75	N/A
981017	6404.74	N/A	907400	8022.94	N/A

## Data Availability

The ITS sequence is deposited under Accession Number OQ002403 (GeneBank NCBI database). The raw transcriptome data are deposited under accession number GSE233283 (GEO NCBI database).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241310981/s1.

How the deposited data were processed for this re-analysis (not part of the article)

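RNA of *T. borchii* SP1 mycelium from submerged cultures in WPG, WPGY, PDB and MPY was measured by RNA sequencing, with 1 library per medium. The authors made the deposited counts from paired reads of 150 bp, which were checked with FastQC, trimmed with Trimmomatic, mapped to the Tubbor1 assembly of strain Tbo3840 with STAR and assigned to 12346 gene models with featureCounts. The values are whole numbers without normalization for depth or gene length. The column totals, from 47969567 in MPY to 157335190 in PDB, equal the total reads of Table 2. The strand and multi-mapping settings of the counting are not given in the paper's text. The TPMs of the paper came from Kallisto and were not used here except as the paper's values.

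The plan made before the data were examined took TPM as the unit, and counts per 1000000 counts (CPM) where only counts were at hand. CPM was therefore the main scale, and CPM without a length correction, listed in that plan as another setting, equals it. Length-scaled counts, the count divided by the span of the gene model with introns and rescaled to 1000000, were chosen after the data were examined. The span of 12345 models came from the annotation table of the reference. Positions are given on the numbered sequences of the Tubbor1 assembly.

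Genes were called detected with at least 1 count. Transcription effort was accumulated from the highest gene down and fitted against the logarithm of the rank. Correlations used all gene models. The 2-fold limit was applied to log2(CPM + 1), with a pseudocount of 1, among genes with at least 1 CPM in either library. Counting noise was measured as the chi-square per degree of freedom over genes with an expected count of at least 10 in both libraries. The list of 13 secondary metabolite genes was set among 10000 random lists drawn from 20 expression classes with a fixed seed of 7. Intervals are Wilson intervals at 95%. With 1 library per medium no test between media was made.

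The alternatives were other minimum counts and CPM, thinning to the depth of MPY, pseudocounts of 0.1 and 5, no filter on low values, median-of-ratios scaling, log2 and rank correlations, removal of the highest genes, removal of each secondary metabolite gene in turn, and length-scaled counts.

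Genes were named by a rule set before the data were examined. It covers every protein ID in the text or Table 3, the alternative oxidase and NAD-dependent isocitrate dehydrogenase genes, the 10 highest genes of each library, and the 2 genes with the largest rise and the 2 with the largest fall in 3 comparisons, among genes of at least 10 CPM in 1 library. The comparisons were MPY against PDB, WPGY against WPG, and the complex against the woody-plant-based media. The values in Table 3, and those of the alternative oxidase and isocitrate dehydrogenase genes in Table S1, had been seen when the rule was written.

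The procedure was tested on simulated data. For 2 simulated libraries of the same mix the chi-square per degree of freedom was 1.01, and it was 14.3 with a change of 5% per gene added. No gene of the same mix passed the 2-fold limit, 100% of 200 genes changed 4-fold were called, and no other gene was. The mean percentile of 100 random lists was 51.8, where 50 means no bias.

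KOG categories, the full lists of the citrate cycle, glyoxylate cycle, electron transport and aroma genes, and the invertase, pyruvate kinase and thioredoxin reductase genes were not analysed here, since their gene models could not be identified. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.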

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

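The tests of technical explanations in this part were chosen only after the results were seen.

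Among the 10 genes with the highest CPM, the paper does not name 6 in WPG, 6 in WPGY, 6 in PDB and 7 in MPY. They drew attention because the paper's text and Table 3 print no ID for them. The paper also describes heat shock and ubiquitin-like genes among the highest of WPG and WPGY without printing every ID. Whether the unnamed genes include any of those was not examined. Gene 1004448 (sequence 376, 48397 to 50624) was the highest of the unnamed genes in WPG, WPGY and MPY. It had 14854 CPM in WPG, 15101 CPM in WPGY, 1209 CPM in PDB and 11218 CPM in MPY. Its span of 2228 bp raises it in CPM, but with length-scaled counts it still ranked 8 in WPG, 8 in WPGY and 5 in MPY, against 148 in PDB. The largest shift between libraries under median-of-ratios scaling, 0.14 on the log2 scale, is far smaller than its difference between PDB and the other libraries. No biological explanation was tested for this gene.

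Genes that the paper does not name were also among those with large differences between media, although the largest fall from PDB to MPY was that of gene 1103054, which Table 3 lists. Between MPY and PDB, gene 1064615 had a log2 ratio of 6.40 and gene 1126885 a log2 ratio of -6.11. Between the mean of the complex media and the mean of the woody-plant-based media, the log2 ratio was 7.98 for gene 1126885, 6.10 for gene 1121158, -7.41 for gene 1120143 and -6.07 for gene 1053269. The rises of 1126885 and 1121158 rest mostly on PDB. Gene 1126885 had 2435 CPM in PDB and 34.3 CPM in MPY, and gene 1121158 had 331 CPM in PDB and 22.5 CPM in MPY. Both were still higher in MPY than in the woody-plant-based media, where they had at most 3.96 and 1.62 CPM.

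For the 4 genes that differ between complex and woody-plant-based media, depth was argued against, since the smallest absolute log2 ratio was 6.05 when all libraries were thinned to the total of MPY. A few genes taking most of the counts was argued against by the shift of 0.14 named above. Culture day is argued against for the excess of PDB over MPY in 1126885 and 1121158, since the methods give both media the same harvest day and the smaller log2 ratio of PDB over MPY was 3.82. The day of the MPY count column differs from that of the methods. For the falls of 1120143 and 1053269, and for the smaller rise of the other genes in MPY over the woody-plant-based media, culture day stays open. The number of media with libraries on both harvest days was 0, so there day and medium cannot be told apart, and an effect of the medium was not tested. Differences between cultures of the same medium also stay open.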

How the results depend on the processing

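Length-scaled counts were chosen only after the data were seen, and the other alternatives were planned. The log2 ratios of the genes with the largest changes, and the median of the secondary metabolite list, kept their sign under the alternatives run for them. For the largest changes this says little. Median-of-ratios scaling shifted 2 libraries by at most 0.14 on the log2 scale, and length scaling divides a gene by the same span in every library. The balance of higher and lower genes and some orders of genes changed, as given below. The logarithmic fits stayed within 0.05 of their R2 under every alternative run for them. The numbers of detected genes, the numbers of genes to 80% of the effort and the chi-square of WPG and WPGY stayed within 1.5 times. These limits are wide. Detected genes in WPG fell from 10838 to 8592 at a minimum of 1 CPM and still lay within 1.5 times.

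With length-scaled counts, 10% of the effort needed 3 genes in WPG, 3 in WPGY, 14 in PDB and 14 in MPY. The top 10% of the annotated genes then held 68.5% in WPG, 68.5% in WPGY, 64.6% in PDB and 66.2% in MPY, and the top 20% of the expressed genes held 79.1%, 79.2%, 76.5% and 77.1%. Without the highest gene of each library, the top 10% held 60.6%, 60.8%, 59.6% and 61.6% and the top 20% held 74.5%, 74.9%, 73.8% and 74.7%, in the same order of media. With only genes of at least 1 CPM, the top 10% held 61.6%, 61.8%, 60.0% (59.98%) and 62.1%. The top 20% then held 69.4%, 69.6%, 67.1% and 69.4%, since fewer genes make up 20%.

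The r2 of MPY-PDB, PDB-WPG, PDB-WPGY, MPY-WPG and MPY-WPGY depended on the scale. In log2(CPM + 1) it was 0.939, 0.936, 0.937, 0.917 and 0.918. The Spearman correlation was 0.965, 0.967, 0.968, 0.956 and 0.956. Without the 10 highest genes of each library r2 was 0.574, 0.507, 0.529, 0.533 and 0.550, above the linear value of all genes in each of these 5 pairs. With length-scaled counts it was 0.611, 0.106, 0.107, 0.123 and 0.124, and the cause was not tested.

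Of the counts beyond the 2-fold limit, WPGY against WPG rose to 1 with length-scaled counts, and with a pseudocount of 5 PDB against WPG fell to 1026 and PDB against WPGY to 1003. The others stayed within 1.5 times. Removing the filter on low values could not change these counts at a pseudocount of 1. The balance of directions moved in all 5 pairs under median-of-ratios scaling, and changed side in those with MPY. MPY against PDB went from 706 higher and 753 lower genes to 744 and 727, MPY against WPG from 839 and 1260 to 1041 and 1025, and MPY against WPGY from 838 and 1205 to 1012 and 1009. PDB against WPG went from 666 and 996 to 784 and 831, and PDB against WPGY from 660 and 949 to 779 and 823. The largest shift of that scaling between libraries was 0.14 on the log2 scale.

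Length-scaled counts changed some orders of genes. GA3PDH model 957843 was then above 1079835 in every medium, PFK was below PGK in WPG and WPGY, and the highest gene of MPY was 1071111 in place of 1041746. These counts divide by the span, which is 252 bp for 957843, 1069 bp for 1079835, 3656 bp for PFK and 2052 bp for PGK.

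The secondary metabolite genes took 0.0310% in WPG, 0.0336% in WPGY, 0.0699% in PDB and 0.0226% in MPY with length-scaled counts, and their highest values were 102, 110.5, 294 and 47.2. Without gene 1121687 the share was 0.0748% in WPG, 0.0796% in WPGY and 0.147% in PDB, and without gene 970716 it was 0.0683%, 0.0747% and 0.147%. Leaving out a gene lowers the sum by its own share. The median log2 ratio between complex and woody-plant-based media was 0.23 under median-of-ratios scaling, which raised the median gene of at least 1 CPM by 0.12, and the percentile among random lists moved from 79.0 to 80.8. Over all alternatives run, that percentile lay between 76.2, without gene 1119995, and 87.9, with length-scaled counts.

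The planned KOG sum without gene 990338 was not run. Depth limits the lowest values. A single count was worth from 0.00636 CPM in PDB to 0.0208 CPM in MPY, and from 922 to 1173 detected genes per library had under 10 counts.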

Differences from the paper's values

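Length-scaled counts, named below, were chosen only after the values were seen, and of the 10 highest genes that Table 3 lists per library they leave out 4 in each. All other alternatives named were set before the data were examined.

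The genes needed for 10% of the effort numbered 13 in WPG (the paper's value is 3), 13 in WPGY (the paper's value is 3), 35 in PDB (the paper's value is 7) and 28 in MPY (the paper's value is 8). None of the settings fixed beforehand, without the highest gene or with only genes of at least 1 CPM, reached the paper's values. Length-scaled counts gave 3 in WPG and 3 in WPGY, and 14 in PDB and 14 in MPY, which still differ.

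Gene 990338 took 2.56% in WPG and 2.51% in WPGY, and the paper's value is 5.97% for both. It took 0.0729% in PDB (the paper's value is 0.19%) and 0.114% in MPY (the paper's value is 0.28%). Length-scaled counts gave 6.94%, 6.86%, 0.216% and 0.336%, within 1.5 times of the paper's values. Gene 1067414 took 0.871% in PDB (the paper's value is 2.10%), 0.585% in MPY (the paper's value is 1.37%) and 0.443% in WPG (the paper's value is 0.96%). Length-scaled counts gave 2.01%, 1.34% and 0.934%, within 1.5 times. In WPGY the text and Table 3 of the paper conflict. The CPM share of 0.436% is within 1.5 times of the 0.5% in the paper's text and the length-scaled 0.928% is not, whereas the length-scaled count of 9275 is within 1.5 times of the paper's 9622.65 TPM in Table 3. Model 957843 took 0.0786% in MPY (the paper's value is 1.95%), 0.0539% in PDB (the paper's value is 1.36%), 0.0164% in WPG and 0.0160% in WPGY (the paper's value is 0.35% for both). Length-scaled counts gave 0.456%, 0.313%, 0.0875% and 0.0862%, which still differ. For model 957843, median-of-ratios scaling gave 158 CPM in WPG and 833.2 CPM in MPY, and leaving out gene 990338 gave 169 and 787, against 164 and 786 CPM, so neither came near the paper's values. No other setting was run for the shares of 990338 and 1067414.

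The secondary metabolite genes took 0.113% in WPG, 0.123% in WPGY and 0.264% in PDB. The paper's value is 0.05%, given once for its cluster genes together and without naming a sample. Here it was set beside each library and the 13 genes whose IDs are printed. Of the settings fixed beforehand, leaving out gene 1121687 (0.0748%) or 970716 (0.0683%) in WPG and leaving out 970716 (0.0747%) in WPGY came within 1.5 times of it. Leaving out any of the other genes, or median-of-ratios scaling, did not, and none did in PDB. Length-scaled counts gave 0.0336% in WPGY and 0.0699% in PDB, within 1.5 times, and 0.0310% in WPG, which is not. In MPY the CPM value of 0.0672% is within 1.5 times, and the length-scaled 0.0226% is not. The PKS models 1121687 and 970716 had 1169 and 1178 CPM in PDB, and the paper's value is 150 TPM. With length-scaled counts they had 261 and 294, which still differ.

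The expression of ADH gene 1133725 is about 1400 TPM in WPG, about 1400 TPM in WPGY, about 1900 TPM in PDB and about 1100 TPM in MPY in Fig. 7, read by eye. The length-scaled counts were 3113, 3175, 4116 and 2343. The paper's text places this gene above a limit of 1500 TPM in all samples, which the values read from the figure meet only in PDB, and which the length-scaled counts and the CPM, from 2335 in MPY to 4088 in PDB, meet in all 4. No other setting was run on this scale.

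Of the 40 TPMs in Table 3, 27 lay more than 1.5 times above the length-scaled count, in 11 of the 18 genes, and none lay as far below. No other setting was run on this scale. In WPG the length-scaled count and the paper's value were 15843 and 37904.9 for gene 1125059, 9339 and 18513.8 for 986569, 3029.98 and 15291.6 for 907400, 3797 and 12188.2 for 1138063, 3749 and 9394.31 for 961630, and 5337 and 9124.24 for 1124376. In WPGY they were 15799 and the paper's 38565.1 for 1125059, 9326 and the paper's 18720.1 for 986569, 2947 and the paper's 15059.6 for 907400, 3797 and the paper's 12331.1 for 1138063, 3814 and the paper's 9712.31 for 961630, and 5340.2 and the paper's 9300.14 for 1124376. In PDB they were 5763 and the paper's 18989.4 for 1138063, 10483.5 and the paper's 16159.1 for 1098806, 5747 and the paper's 13738.2 for 1125059, 3134 and the paper's 13582.2 for 957843, 2375 and the paper's 12134 for 907400, 5876 and the paper's 10231.8 for 1124376, and 3604 and the paper's 9060.03 for 961630. In MPY they were 4557 and the paper's 19500.8 for 957843, 5531 and the paper's 18481.5 for 892438, 7450.06 and the paper's 11293 for 1098806, 2372 and the paper's 10269.6 for 987363, 3063 and the paper's 9857.26 for 1138063, 5039 and the paper's 8576.88 for 1124376, 5160.45 and the paper's 8393.75 for 1127611, and 1556 and the paper's 8022.94 for 907400.

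The paper ranks model 957843 as the highest gene of MPY. It ranked 161 in CPM and 11 with length-scaled counts, and the highest genes were 1041746 in CPM and 1071111 with length-scaled counts. The lists of the 10 highest genes shared 3, 3, 2 and 2 genes with Table 3 in WPG, WPGY, PDB and MPY, and 6 in each with length-scaled counts. For 80% of the effort the paper needs fewer genes than were found on either scale, from 2266 with length-scaled counts in WPG to 2636 in CPM in PDB. At that point the values were 94.9 CPM in WPG and 95.9 CPM in WPGY, below the level the paper gives, and 103.5 CPM in PDB and 101 CPM in MPY, above it. With length-scaled counts they were 85.3, 85.5, 90.6 and 91.8, below it in all 4 media.

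The paper finds few genes beyond the 2-fold limit in the pairs other than WPGY against WPG, where 1459 to 2099 were found. The paper singles out MPY as the sample that looked most different. In linear CPM the lowest r2 were those of PDB against WPG (0.213) and WPGY (0.216), whereas the log2 r2 and the Spearman correlation were lowest for MPY against WPG and WPGY. For these pairs and MPY against PDB, no scale reached the range of R2 that the paper gives. That range lies above the highest linear values, 0.517 in CPM and 0.611 with length-scaled counts, both for MPY against PDB. It lies below the lowest log2 value, 0.917 for MPY against WPG. The paper's text places the glycolysis genes other than GA3PDH and ADH at or below its limit in the complex media, and it also states that PGK was high in MPY. In MPY, PGK had 1238 CPM and a length-scaled count of 881, and it is at about 720 TPM in Fig. 5, read by eye, which is within 1.5 times of the length-scaled count. The results section of the paper places all secondary metabolite genes below a low limit, and its discussion excepts the PKS pair in PDB. That limit is in TPM. In CPM, 9 of the 13 genes in WPG and WPGY and 10 in PDB and MPY were below 60, and the ranks ran from 83 to 9981. With length-scaled counts, 2 genes in WPG, WPGY and PDB and none in MPY reached 60. The highest of them, 970716, then ranked 615 in PDB.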

Other observations

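The tests in this part were chosen only after the results were seen, except for the chi-square of WPG and WPGY and the comparison of the counts with Table S1, which were planned.

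WPG and WPGY were nearly identical. That 1 library was counted in both media, with differences from counting noise alone, is argued against by the chi-square of 12.9 per degree of freedom, where simulated libraries of the same mix gave 1.01. This does not exclude 1 library sequenced in separate runs that differ by more than counting noise. A gene length trend was present, with a Pearson r of 0.332 between the log2 ratio and the logarithm of the span, which explained 11.0% of the variance over 6978 genes. It is not the whole of the excess, since the chi-square per degree of freedom was still 9.90 with the expected share set in 50 classes of span. Whether the libraries came from separate cultures stays open. The SD of the log2 ratio over genes was 0.0833, and without replicate cultures in any medium 2 libraries from 1 culture and 2 similar cultures cannot be told apart.

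The TPMs of Table 3 lay more than 1.5 times above the length-scaled counts for 11 of its 18 genes. The median span of these was 385 bp, against 651 bp for the other Table 3 genes. Short models did not all go this way, since gene 990338, with a span of 495 bp, had a length-scaled count above the paper's TPM. In the part of Table S1 used here, all counts of the 4 libraries equal the deposited counts. Over 534 genes of that part, the Spearman correlation between the span and the log2 ratio of TPM to length-scaled count was -0.602. The median of that log2 ratio was 0.51 for 31 genes under 500 bp and -0.65 for 265 genes over 1500 bp. A length correction in the TPM estimate that raises short models is a candidate explanation. Reads lost where models overlap are argued against as the cause for 10 of the 11 Table 3 genes concerned, which overlap no other model. For GA3PDH model 957843, which overlaps model 1079835 by 42 bp, this stays open.

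The counts of GA3PDH models 957843 and 1079835 kept nearly the same ratio over the 4 media, with a range of 0.05 on the log2 scale. Of 246 neighbouring gene pairs whose first gene changed over 2-fold, none had a smaller range, so the range lay at percentile 0, and the median range of those pairs was 1.47. The models may be parts of 1 GA3PDH gene. The PKS models 1121687 and 970716, which lie 913 bp apart, had a range of 0.22, at percentile 5.69 of the same pairs. For these, 1 gene annotated as 2 models and 2 genes regulated together cannot be told apart, since nearby genes of a cluster can also change together.

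The numbers of detected genes differed slightly from the paper's. In the 6.70% of the genes for which Table S1 was used here, those with a TPM above 0 numbered 723 in WPG, 733 in WPGY, 714 in PDB and 698 in MPY, and those with a count above 0 numbered 720, 729, 715 and 688. The direction was that of the paper's number from the count in 4 of 4 libraries. These differences are too small, in too small a part of the genes, to decide whether the paper's numbers rest on TPM above 0, and this stays open.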
